# Pituitary cell translation and secretory capacities are enhanced cell autonomously by the transcription factor Creb3l2

**DOI:** 10.1038/s41467-019-11894-3

**Published:** 2019-09-03

**Authors:** Konstantin Khetchoumian, Aurélio Balsalobre, Alexandre Mayran, Helen Christian, Valérie Chénard, Julie St-Pierre, Jacques Drouin

**Keywords:** Transcription factors, Secretion, Translation

## Abstract

Translation is a basic cellular process and its capacity is adapted to cell function. In particular, secretory cells achieve high protein synthesis levels without triggering the protein stress response. It is unknown how and when translation capacity is increased during differentiation. Here, we show that the transcription factor Creb3l2 is a scaling factor for translation capacity in pituitary secretory cells and that it directly binds ~75% of regulatory and effector genes for translation. In parallel with this cell-autonomous mechanism, implementation of the physiological UPR pathway prevents triggering the protein stress response. Knockout mice for *Tpit*, a pituitary differentiation factor, show that Creb3l2 expression and its downstream regulatory network are dependent on *Tpit*. Further, Creb3l2 acts by direct targeting of translation effector genes in parallel with signaling pathways that otherwise regulate protein synthesis. Expression of Creb3l2 may be a useful means to enhance production of therapeutic proteins.

## Abstract (web summary)

Pituitary POMC secreting cells achieve high hormone expression levels after birth but the mechanism for this regulation is unclear. Here, the authors show that this process is driven cell autonomously by the differentiation factor Tpit that activates the bZIP transcription factors Creb3l2 and XBP1 to enhance translation and secretory capacities.

## Introduction

During embryogenesis, specialized cells acquire different size, shape, and organelle content. Some molecular mechanisms at the origin of this morphological diversity were identified in recent years. Indeed, master or scaling transcription factors (TFs), often of the bZIP or bZIP-bHLH type, are associated with biogenesis of endoplasmic reticulum (ER)^1^, Golgi^2–4^, mitochondria^5–7^, lysosomes^8^, or autophagy^9,10^ (reviewed in ref. ^11^). In addition, differentiated cells adapt to different physiological, environmental, or pathological stresses. The best characterized stress response is the ER stress response, also known as unfolded protein response (UPR). In mammalian cells three ER transmembrane proteins—IRE1, PERK, and ATF6 are dealing with ER stress by activating a TF: XBP1s, ATF4, and ATF6N, respectively (reviewed in ref. ^12^). These UPR regulators are the core of a broader family that includes non-canonical UPR regulators^13^, namely the OASIS family of transmembrane bZIP TFs that are ATF6 structural homologs and that have tissue-restricted expression patterns. Their roles remain to be defined in many cases^14^.

Secretory cells, such as pituitary hormone producing cells, have particularly high protein synthesis requirements in the adult where they function as hormone-producing factories. For example, pituitary pro-opiomelamocortin (POMC)-secreting cells (corticotropes of the anterior lobe, AL, and melanotropes of the intermediate lobe, IL) increase their hormone production about 100-fold after birth^15^. The mechanism for this postnatal maturation is unknown. Pituitary hormone production also adapts to physiological or environmental conditions. For example during lactation, prolactin producing cells increase size and expand the Golgi compartment^16^, while in frogs exposed to dark environment, pituitary melanotropes increase secretory capacity and αMSH production to stimulate skin pigmentation^17^. The pituitary thus represents an ideal system to study these mechanisms.

Terminal differentiation of POMC-expressing pituitary cells is triggered by Tpit, a Tbox TF only expressed in these cells^18^. Tpit deficiency results in loss of POMC expression and human *TPIT* mutations cause isolated ACTH deficiency^19,20^. To identify mechanisms of POMC cell adaptation to the heavy biosynthetic burden happening at the fetal-to-adult transition, we use POMC-deficient models to show Tpit-dependent control of translation and secretory capacity through activation of two bZIP TFs, Creb3l2 and XBP1. These TFs exert their cell-autonomous action through direct targeting of genes implicated in translation and ER biogenesis, respectively.

## Results

### Establishment of secretory capacity

As marked upregulation of POMC expression is the hallmark of POMC cell postnatal maturation, we first assessed if this process is dependent on differentiation and/or POMC itself. Inactivation of the *Tpit* gene results in loss of POMC expression in both corticotropes and melanotropes^20^. In addition, Tpit-deficient pituitaries show a dramatic reduction of intermediate lobe (IL) size (Fig. 1a, b), suggesting there are either fewer cells or decreased cell size. To test the first hypothesis, total IL DNA content was determined. Wild-type (WT) and *Tpit* knockout (KO) tissues contained the same amount of DNA (Fig. 1c), indicating that cell number is not affected in the absence of Tpit. In contrast, the RNA content of *Tpit* KO IL was reduced 6.6-fold (Fig. 1d). Moreover, IL nuclear staining (Hoechst) showed increased nuclear density in mutant IL (Fig. 1a, b insets), suggesting that Tpit-deficient cells are smaller. FACS analysis confirmed this, and also revealed reduced organelle content (granularity) (Fig. 1e, f). The reduction of *Tpit* KO IL cell volume was found to be seven-fold compared to WT (Fig. 1g), while cell granularity was decreased three-fold (Fig. 1h). Thus, postnatal maturation of cell size and secretory organelle content appears to be Tpit-dependent.

**Fig. 1:**
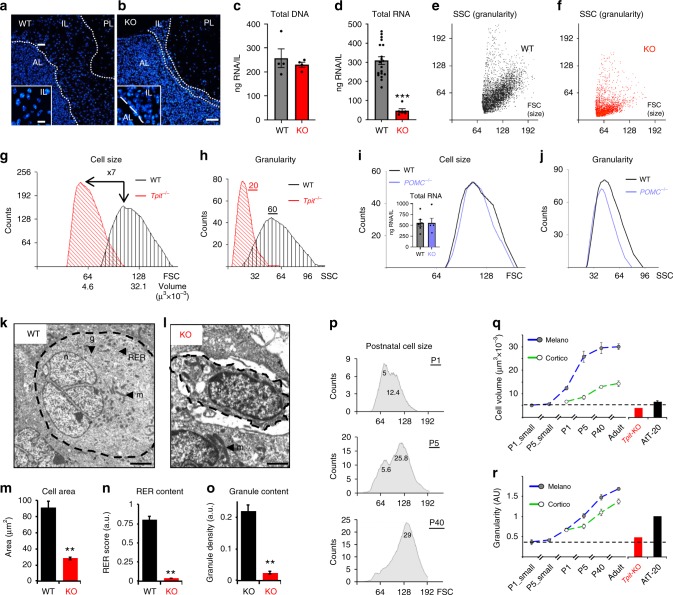
Tpit is required for postnatal maturation of pituitary POMC cells. **a**–**o** Reduced cell size and organelle content in Tpit-deficient pituitaries. **a**, **b** Nuclear staining (Hoechst) of pituitary sections from adult WT **a** and KO **b** mice. Demarcations between pituitary lobes (anterior: AL, intermediate: IL, posterior: PL) are indicated by dashed lines. Higher magnification insets show increased nuclear density in mutant IL. Scale bars: 10 µm **a**, 20 µm **b**. **c**, **d** Quantitation of total genomic DNA **c** and RNA **d** contents in WT and *Tpit* KO IL (each dot represents independent measure). **e**–**h** Flow cytometry (FACS) analysis of WT **e** and *Tpit-KO* **f** IL cells showing forward (FSC) vs. side (SSC) scatter that reflect cell size and granularity (organelle content), respectively. Distribution of cell size **g** and granularity **h** for each genotype. **i**, **j** RNA content (histogram) and FACS analyses of *POMC*-deficient IL cells (purple) indicate normal RNA content, size **i** and slightly reduced granularity **j**. **k**–**o** Ultrastructure analyses confirm cell size and organelle content defects in *Tpit*-deficient IL. **k**, **l** Electron micrographs of sections from WT **k** or KO **l** adult mouse pituitaries. WT cells **k** are rounded (dashed line), contain dense-cored secretory granules (g), mitochondria (m), and some rough endoplasmic reticulum (RER). Mutant cells **l** are smaller, with little cytoplasm and organelles (mitochondria dominate) and have a stellate appearance (not rounded). Scale bar in *k* = 2 µm, in *l* = 1 µm. *n* = nucleus. **m**–**o** Quantitation of cell area **m**, RER content **n** and granule density **o** in WT or KO IL cells. Data are presented as means (*n* = 4 mice) ± SEM. **p**–**r** Pituitary POMC cells develop into secretory factories postnatally. **p** Melanotrope cell size changes after birth. FACS profiles showing FSC distribution of IL GFP-positive cells from *POMC-EGFP* mice. Numbers indicate calculated cell volumes (µm^3^ x 10^−3^). **q**, **r** Summary of size **q** and granularity/organelle content **r** changes in postnatal IL melanotropes (filled circles) and AL corticotropes (empty circles). Inferred progression of cell size and granularity in melanotropes (blue) and corticotropes (green) between days P1 and P90 (adult). Size and granularity of *Tpit-KO* cells remain at the P1 stage (red). Compared to controls using bilateral Student’s *T*-test with unequal variances: *P < 0.05, **P < 0.005, ***P < 0.0005

The decrease of cell size and granularity may be secondary to the absence of POMC mRNA in *Tpit* KO cells, since this mRNA constitutes their major translation burden. We used *POMC* KO IL cells to assess this possibility. Strikingly, IL RNA content, cell size, and organelle contents were not affected by the absence of POMC mRNA (Fig. 1i, j). In order to directly ascertain the putative loss of organelles in Tpit-deficient cells, we performed electron microscopy. Whereas WT melanotropes (Fig. 1k) are rounded, contain dense secretory granules, mitochondria, and rough endoplasmic reticulum (RER), KO cells (Fig. 1l) appeared to be smaller, with little cytoplasm or organelles. Quantitation of these features revealed reduced cell area, RER, and granule content (Fig. 1m–o) in KO IL cells. In summary, postnatal maturation of pituitary POMC cells is part of the Tpit-dependent differentiation program and is not secondary to the translational burden of the POMC mRNA.

In addition to the 100-fold increase of POMC mRNA levels in adults^15^, examination of POMC cells suggested that they increase in volume during postnatal development. We took advantage of *POMC-EGFP* reporter mice^15^ to analyze by FACS the time course of this increase. Both melanotropes and corticotropes increase in size between postnatal days P1 and P40, with greater amplitude in melanotropes (Fig. 1p, q). In addition, an increase of cell granularity was observed (Fig. 1r), suggesting an expansion of organelle content. In summary, maturation of POMC cell secretory capacity is implemented during the postnatal period and it is triggered by Tpit.

### Creb3l2 a Tpit-dependent regulator

To gain insights into the molecular mechanisms of Tpit-dependent POMC cell maturation, we compared gene expression profiles of WT and *Tpit* KO IL that contain mostly melanotropes^21^. Comparison of WT versus KO gene expression profiles (Supplementary Fig. 1a–c) revealed 2697 differentially expressed transcripts using a *P*-value cut-off *P* < 0.001 (Fig. 2a and Supplementary Data 1). Gene ontology (GO) analysis revealed that the most significantly enriched biological processes (BP) associated with 1578 transcripts downregulated in Tpit-deficient IL are intracellular protein transport, secretory pathway, and translation (Fig. 2b). In particular and as validated by RT-qPCR, major regulators of the UPR pathway—XBP1, ATF4, and ATF6, as well as numerous downstream UPR pathway, vesicle-mediated transport and translation control genes are *Tpit*-dependent (Fig. 2c, d). These genes were not downregulated in *POMC*-KO ILs (Fig. 2d). Hence, expression of Tpit, but not POMC, correlates positively with that of secretory pathway genes. Interestingly, UPR genes associated with translational repression (eIF2α kinase *Perk/Eif2ak3*), apoptosis (*Chop/Ddit3*) or ER-associated protein degradation (ERAD) are not affected by loss of Tpit (Supplementary Fig. 1d). In addition, expression of *Ppp1r15a*/*Gadd34/Myd116* (phosphatase that reverses inhibitory eIF2α phosphorylation) and *Naip5*-*Naip6* (anti-apoptotic genes) is decreased in *Tpit KO* IL. Therefore, Tpit action correlates with activation of some branches of the UPR pathways but not with those involved in translational attenuation, disposal of misfolded proteins, and programmed cell death, that are part of the classical XBP1-dependent UPR stress response. These differences distinguish the physiological UPR from the ER stress-related UPR response.

**Fig. 2:**
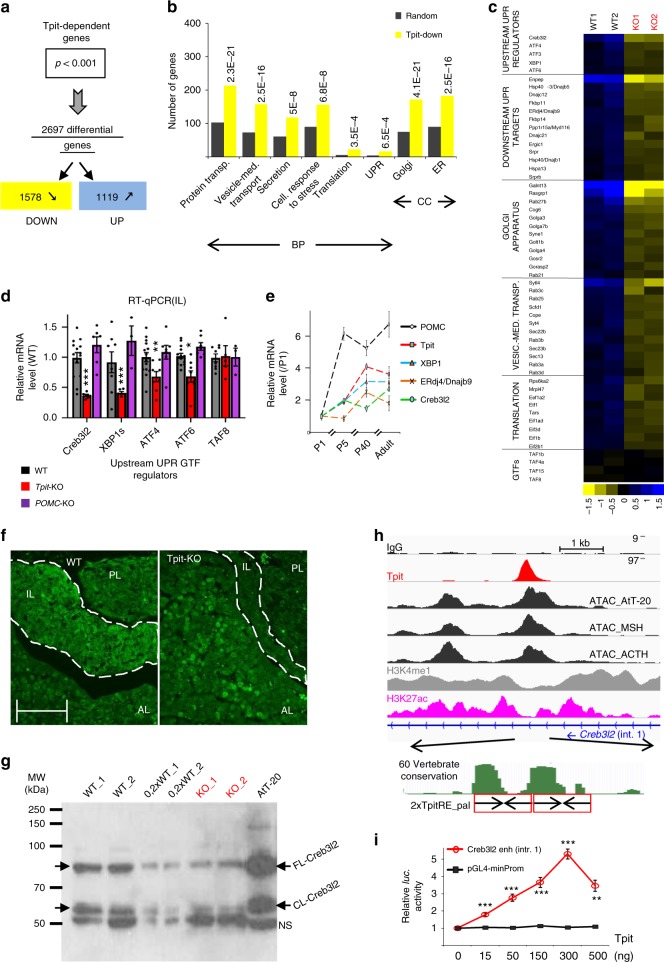
Tpit controls expression of translation and secretory pathway genes. **a**–**e** Tpit transcriptional signature in the pituitary. **a** Tpit-dependent genes identified by comparison of WT and KO IL transcriptomes. **b** Gene ontology (GO) distribution of transcripts downregulated in *Tpit*-deficient IL (yellow compared to random in gray) showing enrichment of protein transport, secretory pathway, and translation genes. BP biological process. CC cellular component. *P*-values relative to random occurrence using modified Fisher Exact *P*-value (EASE scores provided by DAVID) are shown. **c** Heat map representation (log_2_ of changes relative to median) of expression for a subset of genes in two WT and KO ILs. Each column represents an IL sample, and each row a gene. Blue and yellow represent up- and down- regulation, respectively. GTFs general transcription factors. **d** Real-time quantitative PCR (RT-qPCR) validation of expression changes for a subset of UPR pathway genes in *Tpit*-KO (red) and *POMC*-KO ILs (purple). Relative mRNA levels were normalized to TBP mRNA and represented as fraction of WT levels (black). Means ± SEM of 3–6 mice per genotype (each dot represents independent measure). **e** Postnatal expression of *Tpit, POMC, Creb3l2*, and UPR pathway genes in melanotropes. Relative IL mRNA levels (means ± SEM of 5–8 animals per group) measured by RT-qPCR were normalized to TBP and represented as fraction of P1 levels. **f** Loss of Creb3l2 expression in *Tpit* KO IL assessed by Creb3l2 immunofluorescence on P17 pituitary sections. **g** Western blot analysis of Creb3l2 in WT and Tpit KO ILs, and in AtT-20 cells. FL, full-length, CL, cleaved, NS, non specific. **h**, **i** Creb3l2 is a major Tpit target. **h** *Top*: ChIPseq profiles in AtT-20 cells revealing direct recruitment of Tpit to a *Creb3l2* intron 1 sequence exhibiting active enhancer marks, namely bimodal H3K4me1, H3K27ac and ATAC peaks. ATACseq profiles in FACS-purified normal mouse melanotropes (MSH) and corticotropes (ACTH) are shown for comparison. *Bottom*: two conserved Tpit-RE palindromic sequences at the Tpit recruitment region of *Creb3l2* intron 1. **i** Dose-dependent activation by Tpit of *Luciferase* reporter containing the intron1 enhancer (986 bp) of the *Creb3l2* gene assessed by transfection into Tpit-negative αT3 pituitary cells. Compared to controls using bilateral Student’s *T*-test with unequal variances: *P < 0.05, **P < 0.005, ***P < 0.0005

Of the other bZIP factors affected by the *Tpit* KO, Creb3l2 is most expressed in the pituitary and it is the most downregulated gene of the OASIS subfamily in *Tpit* KO (Fig. 2c, d and Supplementary Fig. 1e, f). Expression of both *Creb3l2* and *XBP1*, the classical UPR responsive TF, follow the Tpit/POMC postnatal expression profile (Fig. 2e), in agreement with the hypothesis that they mediate Tpit actions on postnatal maturation of POMC cells. Consistent with the decrease of *Creb3l2* mRNA, Creb3l2 protein is not detectable by immunohistofluorescence in the IL of *Tpit* KO pituitaries (Fig. 2f). We did Western blot analyses of Creb3l2 in WT and *Tpit* KO ILs in order to more quantitatively assess Creb3l2 levels and processing status (Fig. 2g). Indeed, the OASIS subfamily of TFs are typically activated by proteolytic cleavage to release an active form. Despite showing Creb3l2 levels that are about five times lower in IL KO compared to WT, both samples have similar ratios of cleaved (CL) to full-length (FL) Creb3l2 (Fig. 2g); this ratio is also similar in AtT-20 cells. Similar findings were obtained for transfected Flag-tagged FL-Creb3l2 in AtT-20 cells (Supplementary Fig. 2a) and Creb3l2 levels were increased after treatment with the proteasome inhibitor MG132 as previously shown^22^. The presence of CL-Creb3l2 in unstressed normal pituitary tissue suggests that cleavage is either cell-autonomous or may be responsive to signals as shown for TGFβ-dependent Creb3l2 cleavage in liver^23^.

In order to correlate Tpit-dependence with Tpit action, we queried the Tpit ChIPseq data^24^ for direct binding to putative *Creb3l2* regulatory sequences. Strong Tpit binding (8th highest peak out of 17,190) is present in the first intron of the *Creb3l2* gene (Fig. 2h). This site contains two conserved juxtaposed TpitRE palindromic sequences^25^ and exhibits the chromatin signature (H3K4me1, H3K27ac, and ATACseq peak) of active enhancer sequences; the AtT-20 ATACseq profiles at this locus are similar to those present in normal mouse pituitary melanotropes and corticotropes (Fig. 2h). When directly tested in a luciferase reporter assay, this sequence behaved as a bona fide Tpit-responsive enhancer (Fig. 2i). Altogether, these results identify *Creb3l2* as a major Tpit target gene.

### Translation and secretory capacity

In order to evaluate in vivo the putative roles of Creb3l2 and XBP1, we performed loss-of-function and gain-of-function (LOF, GOF) experiments. Because Creb3l2 or XBP1 germline inactivation lead to perinatal or embryonic lethality^26,27^, we used a pituitary POMC cell-specific dominant-negative (DN) approach. Replacement of the basic region of bZIP proteins by an acidic (A) sequence (AZIP) was shown to be a very efficient and specific way to inactivate endogenous bZIP factors^28^ (Fig. 3a). We generated ACreb3l2 and AXBP1 constructs and validated their efficiency and specificity using a 3xCreb3l2-RE-luc reporter in both activated and basal conditions (Fig. 3b and Supplementary Fig. 2b, c). To inhibit Creb3l2 or XBP1 in pituitary POMC cells, we expressed ACreb3l2 or AXBP1 in transgenic mice using the POMC promoter, previously shown to be specific and penetrant in melanotrope cells^15^. For each transgene, we selected two stable mouse lines with an AZIP versus endogenous bZIP mRNA ratios > 5, ensuring strong inhibition of the endogenous TF (Fig. 3b and Supplementary Fig. 2b–e). Both transgenic lines behaved similarly and results are shown for one line. Total RNA content of transgenic ILs was reduced with synergistic effects in double ACreb3l2/AXBP1 transgenic mice (Fig. 3c); as total RNA mostly reflects rRNA content, we confirmed by RT-qPCR that these changes are essentially due to similar changes in rRNA levels (Supplementary Fig. 2f). Also, ACreb3l2 and AXBP1 increased IL nuclear density, reflecting a reduction in melanotrope cell size (Fig. 3d, e).

**Fig. 3:**
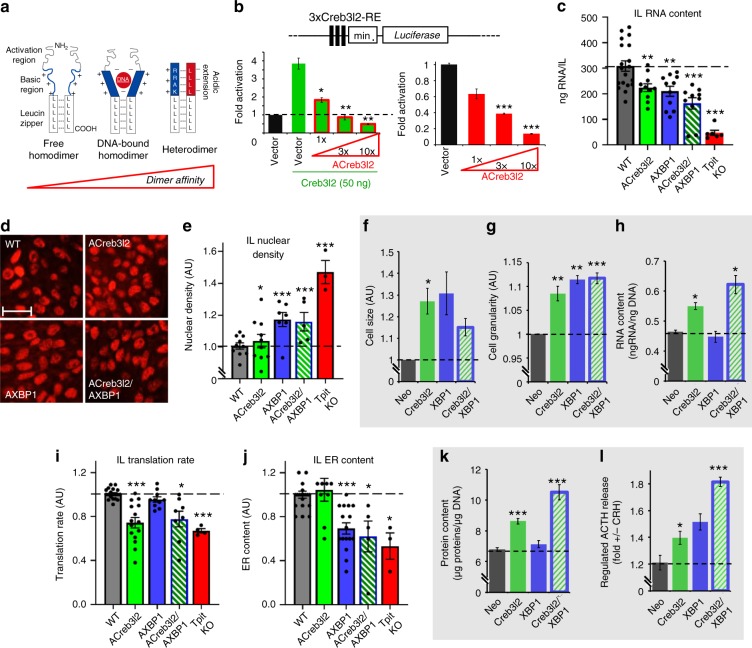
Creb3l2 and XBP1 regulate different aspects of secretory capacity. **a** Schematic view of dominant negative inhibition of bZIP TFs by AZIP proteins (adapted from ref. ^28^). *Left*: free bZIP/bZIP homodimer with unstructured basic region (blue). *Middle*: DNA bound bZIP/bZIP homodimer with α-helical basic region. *Right*: bZIP/AZIP heterodimer where the basic region and the designed acidic amphipathic extension (red) interact as α-helices to extend the coiled-coil domain and prevent DNA binding. **b** Efficiency of overexpressed (*left*) or endogenous (*right*) Creb3l2 inhibition by ACreb3l2. The Creb3l2-RE *Luciferase* reporter (3xCreb3l2-RE-*luc*) was used to assess Creb3l2 activity and ACreb3l2 antagonism upon transfection into INS-1 cells; similar results were obtained in AtT-20 cells. **c** Total IL RNA contents measured in WT, *ACreb3l2*, *AXBP1*, *ACreb3l2/AXBP1* transgenic, and *Tpit-KO* mice. Data are from 6 to 19 pools of 5–10 ILs. **d**, **e** Melanotrope nuclear density (Tpit nuclear staining: red) on histological sections of ILs from WT, *ACreb3l2*, *AXBP1*, and *ACreb3l2/AXBP1* transgenic mice **d** and their quantifications in arbitrary units (AU) relative to WT melanotrope density adjusted to 1 **e**. **f**–**h** Creb3l2 and XBP1 gain of function in stably infected AtT-20 cells. FACS analyses showing cell size **f** and granularity **g** index for AtT-20 cells expressing Creb3l2, XBP1, or both compared to control neomycin-resistant (Neo) AtT-20 cells. Data (±SEM, *n* = 3) are presented relative to Neo cells set to 1. **h** Total RNA content of control AtT-20 cells (Neo) and AtT-20 cells expressing Creb3l2, XBP1 or both (±SEM, *n* = 3). **i**–**l** Relative contributions of Creb3l2 and XBP1 to secretory capacity. **i** SUnSET (puromycin incorporation) measurements of protein synthesis in IL cells of control (WT), *ACreb3l2*, *AXBP1*, *ACreb3l2/AXBP1* transgenic, and *Tpit-KO* mice. Data in AU are presented as fractions of WT IL translation rates set to 1. **j** Melanotrope cell ER contents (ER-tracker) measured in WT, *ACreb3l2*, *AXBP1*, *ACreb3l2/AXBP1* transgenic, and *Tpit-KO* mice. Data are presented as fraction of WT IL ER contents set to 1. **k** Total protein content of control AtT-20 cells (Neo) and AtT-20 cells expressing Creb3l2, XBP1, or both. **l** CRH-induced ACTH release from the indicated pools of AtT-20 cells. Each dot represents independent measure. Compared to controls using bilateral Student’s *T*-test with unequal variances: * *P* *<* 0.05, **P *<* 0.005, ***P *<* 0.0005

To complement these in vivo LOF models, we assessed the consequences of Creb3l2 or/and XBP1 overexpression (GOF) on size and secretory capacity of POMC cells by generating stable populations of AtT-20 cells that overexpress active forms of Creb3l2 (cleaved Creb3l2) and/or XBP1 (spliced XBP1). Expression of the active forms of Creb3l2, XBP1, or both led to a similar increase of AtT-20 cell size and granularity (Fig. 3f, g). In contrast, Creb3l2, but not XBP1, overexpression resulted in higher RNA contents, and this effect is even greater in Creb3l2 + XBP1 overexpressing cells (Fig. 3h). Hence, Creb3l2 and XBP1 are controlling overlapping (cell size and organelles) and unique (RNA content) aspects of secretory capacity.

As the *Tpit*-dependent transcriptome (Fig. 2b, c) identified translation and ER biogenesis, we assessed these functions in the in vivo LOF and AtT-20 GOF models. Strikingly, Creb3l2, but not XBP1, inhibition led to a specific reduction of translation rates (Fig. 3i), as assessed by the puromycin incorporation assay^29^. This effect fully mimics the loss of *Tpit*. There is an apparent discrepancy between RNA content (Fig. 3c) and translation rates (Fig. 3i). This could be due to the brief assessment of nascent polypeptide synthesis measured by the puromycin assay compared to the cumulative effect on RNA accumulation. In contrast, ER content is dependent on XBP1, but not Creb3l2 (Fig. 3j), and XBP1 inhibition also mimics the *Tpit* KO phenotype. Altogether, these results show that Creb3l2 and XBP1 have different activities, namely regulation of translation and ER biogenesis, respectively. The association of XBP1 with ER biogenesis is entirely consistent with prior work in other systems^1,30,31^ and thus provides validation for the specificity of our DN approach. Further, we validated our association of Creb3l2 with translation by reanalyzing the transcriptome data (Supplementary Fig. 2g) from a recently published study on pharmacological inhibition of Creb3l2 processing in B cells^32^. Consistent with the role of Creb3l2 in translation, Creb3l2, but not XBP1 overexpressing cells have higher total protein content (Fig. 3k). An even greater increase was observed in Creb3l2 + XBP1 overexpressing cells.

We also assessed the impact of Creb3l2 and XBP1 on the regulated secretory pathway^33^ by measuring ACTH release in response to corticotropin-releasing hormone (CRH). Both, Creb3l2 and XBP1 overexpression improved CRH response, with a synergistic effect in Creb3l2 + XBP1 cells (Fig. 3l). Collectively, these results suggest that Creb3l2 and XBP1 are jointly regulating the development of secretory function.

The Akt/ mTOR pathway regulates translation in response to growth factors; in order to assess whether this pathway is involved in the action of Creb3l2, we measured by Western blot the levels of phospho-mTOR and mTOR. These are largely unaltered by *Tpit* KO, the *ACreb3l2* or *AXBP1* transgenes (Supplementary Fig. 2h) suggesting that Creb3l2 may act downstream or in parallel with this pathway.

### Creb3l2 targets the promoters of translation genes

In order to define the mechanism by which Creb3l2 may enhance translation capacity and to document XBP1 action on the physiological UPR pathway, we performed ChIPseq for both factors in AtT-20 cells. 

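AtT-20 cells are a mouse corticotrope cell line derived from a pituitary tumor, and they express Pomc. Each factor was mapped by chromatin immunoprecipitation followed by sequencing (ChIPseq), in which sonicated chromatin is recovered with an antibody and the recovered DNA is sequenced. For Creb3l2, an anti-FLAG antibody was used in AtT-20 cells that express the cleaved, active form of Creb3l2 with a 3xFLAG tag, and the control was a FLAG ChIPseq in AtT-20 cells without the tagged protein. For XBP1, an antibody against XBP1 was used in unmodified AtT-20 cells, and the control was an IgG ChIPseq. DNA from several ChIP experiments was pooled into 1 library per factor and the experiment was done once, so no spread between replicates can be given for any value. The Reporting Summary gives 121394474 reads of 50 bp for Creb3l2 and 31687599 reads of 36 bp for XBP1, and lists both libraries as paired-end. The authors called peaks with MACS at a p cutoff of 1e-05 and deposited 1 list per factor, with the start, end, summit, length, tag count, significance score and fold enrichment over control of each peak. Tags, scores and fold enrichments are the authors' own values for each peak and are used here mainly to describe, rank or select peaks within one list. Tags also give the share of reads in peaks. Tags, length and fold enrichment together give an implied background, which is tested further below. The column headed P-value holds 10 times the negative log10 of the p-value, since its smallest value is 50 in the Creb3l2 list and 50.01 in the XBP1 list, and the stated cutoff corresponds to 50. The tag values are whole numbers and are taken here as counts of tags under each peak. The text does not state this, nor whether they count reads or read pairs. In the XBP1 list, 1 pair of overlapping peaks covers nearly the same stretch of chromosome 1 with 86 and 188 tags. Counts from 1 library would hardly differ so much there, so for XBP1 this reading is uncertain, as are the sum and share based on it. The tags in peaks sum to 882956 for Creb3l2, which is 0.727% of the stated reads, and to 18587 for XBP1, which is 0.0587%. Neither the text nor the lists name the genome build of the peak coordinates. They do not match GRCm38, the build the RNAseq reads were aligned to. With GENCODE M21 transcripts of GRCm38, 12.4% of the Creb3l2 summits and 12.8% of the XBP1 summits fell within 1000 bp of a TSS, and for Creb3l2 this share ranged from 3.85% on chromosome X to 34.6% on chromosome 16. Of the 248 genes that Supplementary Data 2 lists as bound, 12 had a Creb3l2 peak centre within 100 bp of a TSS in that build. For this reason peaks were counted, ranked and compared with each other, but were not assigned to genes, promoters or sequence motifs, and peak positions are given in the coordinates of the lists.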

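The Creb3l2 list held 6484 peaks and the XBP1 list held 258, a ratio of 25.1, and both covered all autosomes and chromosome X. The Creb3l2 library was also the more deeply sequenced, and the libraries differ in antibody, in expression of a tagged protein and in control. The part of each in the difference in peak number was not tested. Creb3l2 peaks had a median of 115 tags (quartiles 87 and 164), a median length of 950.5 bp and a median fold enrichment of 4.25 (quartiles 3.7 and 5.03). Of the Creb3l2 peaks, 60.2% had a score under 100 and 74.5% had a fold enrichment under 5, with a median score of 85.8. XBP1 peaks had a median of 55.5 tags (quartiles 39 and 87), a median length of 1089.5 bp and a median fold enrichment of 7.25 (quartiles 5.53 and 11.0). Within the XBP1 list the median score was 84.9, 57.0% of peaks had a score under 100 and 14.7% had a fold enrichment under 5. The Creb3l2 peaks covered 6.65 Mb of the genome in total and the XBP1 peaks 0.284 Mb. No 2 Creb3l2 peaks overlapped each other. In the XBP1 list 1 pair of peaks overlapped, on chromosome 1 from 9626408 to 9627990 with 86 tags and from 9626436 to 9628084 with 188 tags, so that the list held 257 separate sites.
The strongest XBP1 peak, on chromosome 2 from 34626858 to 34628311, had 595 tags and a fold enrichment of 78.8. The 5 Creb3l2 peaks with the highest scores all lay on chromosome 4 with summits from 148303419 to 148326483, and the one with the most tags had 1275 tags and a fold enrichment of 31.6. Each list comes from 1 library, so the difference in peak number has no replicate error to be set against.

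**Figure D1:**
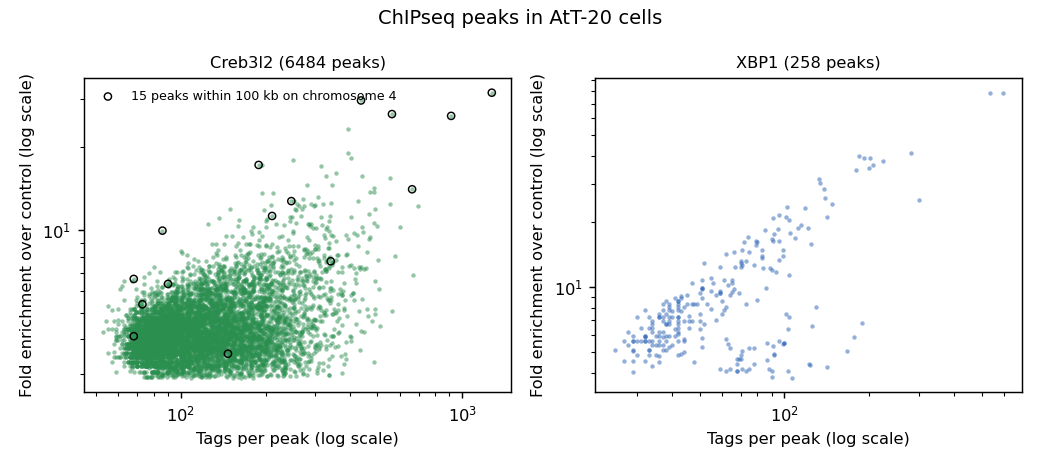
Fold enrichment over the control against tags for each Creb3l2 peak (left) and each XBP1 peak (right), both axes on a log scale, one point per peak. Open circles mark 15 Creb3l2 peaks within 100 kb on chromosome 4, which reach a fold enrichment of 31.6 while the median of the other Creb3l2 peaks is 4.25.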

We observed 6484 Creb3l2 recruitment peaks, while XBP1 ChIPseq produced fewer peaks (258) similar to observations made in other cells^34,35^. Contrary to many TFs such as Tpit that are mostly recruited at enhancers, 41% of Creb3l2 and XBP1 peaks are found at promoters (Supplementary Fig. 3a–c). The reliability of these ChIPseq data was validated by ChIP-qPCR of representative loci (Supplementary Fig. 3d, e, f). While XBP1 targets genes involved in ER biogenesis (Supplementary Fig. 3g) in agreement with previous reports^34^, Creb3l2 peaks are enriched at regulatory sequences of genes controlling translation (Fig. 4a–e and Supplementary Fig. 3h–k). The bulk of Creb3l2 and XBP1 peaks are associated with active chromatin marks, namely DNA accessibility revealed by ATACseq and methylated H3K4me (Supplementary Fig. 3l, m).

**Fig. 4:**
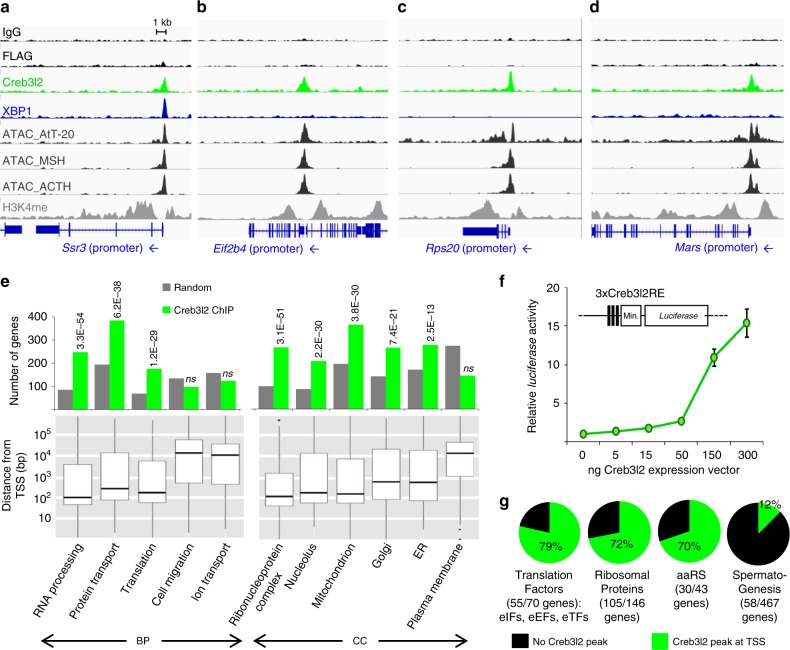
Creb3l2 targets the promoters of translation genes. **a**–**d** ChIPseq profiles for Creb3l2 and XBP1 at regulatory sequences of ER **a** and translation **b**–**d** genes. ChIPseq patterns are shown for control IgG and FLAG, Creb3l2, XBP1, H3K4me1, and ATACseq. ATACseq profiles in FACS-purified normal mouse melanotropes (MSH) and corticotropes (ACTH) are shown for comparison. **e** GO terms of genes associated with TSS proximal (<1 kb) Creb3l2 peaks. Peaks were assigned to the closest gene with the AnnotatePeaks Homer command. Bars represent the number of genes in each category associated with Creb3l2 peaks (green) or random occurrence of genes in each category (gray). *P*-values relative to random occurrence using hypergeometric distribution provided by AmiGO are shown above the bars. ns not significant. The bottom panels provide boxplot representation of the distance to TSS for Creb3l2 peaks of each GO category revealing promoter-proximal associations for groups with significant associations. Center lines show medians; box limits indicate the 25th and 75th percentiles; whiskers extend to 1.5 times the interquartile range from the 25th to 75th percentiles. **f** Dose-dependent activation by Creb3l2 of luciferase reporter containing three copies of Creb3l2-binding sites (3xCreb3l2-RE) upon transfection into pituitary GH3 cells. **g** Creb3l2 binds 70–80% of the promoters of translation genes. Pie charts showing proportion of genes (absolute gene numbers indicated between parentheses and target genes listed in Supplementary Table 2) bound by Creb3l2 (green) in each category related to translation, namely: translation factors, ribosomal proteins, and aminoacyl tRNA synthetases. The spermatogenesis group serves as control. Gene lists for each category are from MGI (http://www.informatics.jax.org/mgihome/GO/project.shtml)

GO analysis of genes associated with Creb3l2 peaks confirmed enrichment of categories related to translation, protein transport, and RNA processing (Fig. 4e, upper panel), while XBP1-associated genes correspond to ER stress/UPR (Supplementary Fig. 3g, upper panel). These associations mostly occur at promoters/proximal regions of target genes (Fig. 4e and Supplementary Fig. 3g, bottom panels). Collectively, these data show targeting of two subsets of genes involved in secretory function, namely genes involved in translation and protein transport (controlled by Creb3l2) and ER biogenesis (controlled by XBP1).

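The 2 peak lists could be compared directly because they share one coordinate system. With a minimum overlap of 1 bp, 124 of the 258 XBP1 peaks (48.1%, 95% Wilson confidence interval 42.0 to 54.1%) overlapped a Creb3l2 peak, and 134 did not. The interval covers counting error only. When the XBP1 peaks were placed at random on the same chromosomes 1000 times, a mean of 1.63 and at most 7 overlapped a Creb3l2 peak, and no placement reached 124. The placements are uniform along each chromosome, so any 2 lists of peaks that favor promoters would exceed them. Placements within promoters were not run. This comparison describes the 2 libraries and not replicates of each factor. The overlapping peaks were 125 of the 6484 Creb3l2 peaks (1.93%), which leaves 6359 Creb3l2 peaks without an XBP1 peak. In the overlapping peaks the summits lay a median of 79 bp apart (quartiles 32.8 and 140.0 bp). The choice that moved the number most was to require peak centres within 100 bp, which left 50 XBP1 peaks, against at most 3 in 1000 random placements.
Creb3l2 peaks that overlapped an XBP1 peak had a median of 207 tags and a median score of 165.7, against 114 tags and 85.2 for the other Creb3l2 peaks. Among Creb3l2 peaks ranked by score, the share that overlapped an XBP1 peak was 0.462% (3 of 649) in the weakest group and 8.32% (54 of 649) in the strongest. XBP1 peaks that overlapped a Creb3l2 peak had a median of 58 tags and a median score of 94.0, against 54 tags and 79.8 for the other XBP1 peaks. Among XBP1 peaks ranked by score, the share was 44.2% (23 of 52, 31.6 to 57.7%) in the weakest group and 50.0% (26 of 52, 36.9 to 63.1%) in the strongest. These intervals overlap, and no test for a gradient across the XBP1 groups was run. From the genes closest to the peaks of each factor (Fig. 4e and Supplementary Fig. 3g), the paper concludes that Creb3l2 targets genes of translation and protein transport and XBP1 those of ER biogenesis. The peaks were not assigned to genes here.

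**Figure D2:**
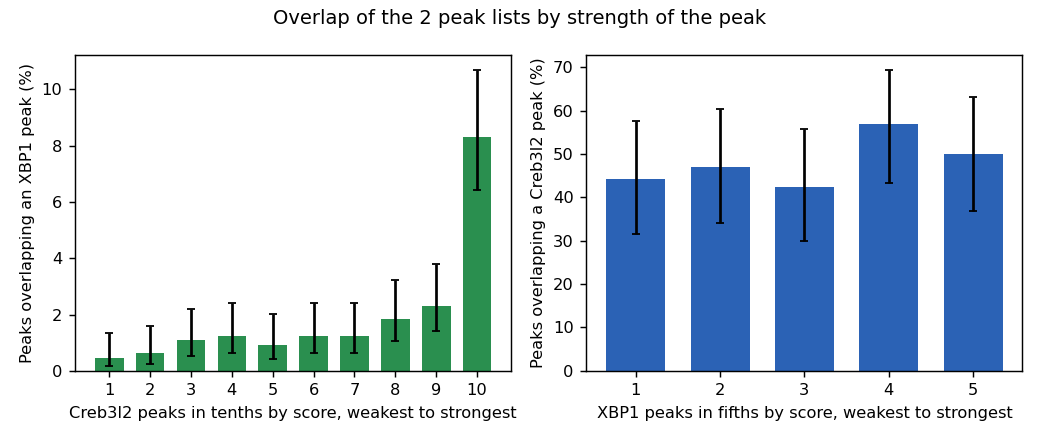
Share of peaks that overlap a peak of the other factor, with Creb3l2 peaks in 10 groups (left) and XBP1 peaks in 5 groups (right) of rising score. Bars are percentages of peaks and error bars are 95% Wilson confidence intervals. The share rises to 8.32% in the strongest Creb3l2 group and lies between 42.3 and 56.9% across the XBP1 groups, whose intervals overlap.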

Analysis of the ChIPseq data for de novo motifs revealed conserved sequence motifs for Creb3l2 and XBP1 (Supplementary Fig. 4a, b) that are consistent with prior work^24,25,34,36^. Creb3l2 and XBP1 peaks were associated with bZIP motifs containing the core ACGT sequence. A reporter containing three copies of the Creb3l2-RE upstream of a minimal promoter, as well as a natural promoter (*Ssr3*) and enhancer (*Kcnma1*) were activated dose-dependently by both Creb3l2 and XBP1 (Fig. 4f and Supplementary Fig. 4c, d). Thus, Creb3l2 and/or XBP1 directly activate genes involved in translation and secretory system development.

In order to better assess the extent of Creb3l2 targeting of genes involved in translation, we computed the number of genes encoding translation initiation (eIF), elongation (eEF), and termination (eTF) factors, as well as ribosomal protein-coding genes and those for aminoacyl tRNA synthethases that are directly targeted by Creb3l2 binding (within 100 bp of their TSS) based on the ChIPseq data. This showed direct targeting of 70–80% of these genes depending of the sub-categories (Fig. 4g, Supplementary Data 2). 

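Supplementary Data 2 gives for each gene whether the paper found a Creb3l2 peak at its promoter, and these are the paper's own calls. The intervals and tests on them were computed here. The calls were not repeated from the peak list, because its coordinates do not match the reference used here. By these calls 55 of 70 translation factor genes were bound (78.6%, 95% Wilson confidence interval 67.6 to 86.6%). The share was 71.9% for ribosomal protein genes (105 of 146, 64.1 to 78.6%), 69.8% for aminoacyl tRNA synthetase genes (30 of 43, 54.9 to 81.4%) and 12.4% for the spermatogenesis genes that serve as control (58 of 467, 9.73 to 15.7%). Each of the 3 translation lists was compared with the spermatogenesis list by a two-sided test, Benjamini-Hochberg adjusted over the 3 tests. By Fisher's exact test, the odds ratio was 25.9 for translation factors (adjusted p = 1.88e-29), 18.1 for ribosomal proteins (adjusted p = 1.30e-41) and 16.3 for aminoacyl tRNA synthetases (adjusted p = 7.95e-16). The intervals of the 3 translation lists overlapped. The tests take genes as units and rest on 1 library. Translation factors comprised 37 of 48 initiation, 13 of 15 elongation and 5 of 7 termination factors bound. Among ribosomal protein genes, 69 of the 85 not named mitochondrial were bound (81.2%) and 36 of the 61 named mitochondrial were bound (59.0%), and both shares lay above that of the control list. In total 190 of the 259 translation genes were bound, so that with 1 peak per gene they would account for 2.93% of the deposited Creb3l2 peaks. With these and its other ChIPseq data, the paper proposes that Creb3l2 acts on a large number of translation genes.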

Collectively, these data indicate that Creb3l2 is acting very broadly on a large number of translation regulatory and effector genes in order to enhance translation capacity. This situates the Creb3l2 cell-autonomous action in parrallel with the signaling pathways that are usually implicated in translational control, such as the Akt/mTOR pathway.

### Creb3l2 a translation scaling factor

To evaluate to which extent gene expression changes dependent on Creb3l2 or/and XBP1 resemble gene expression changes caused by *Tpit* inactivation, we performed RNAseq on our LOF and GOF models and analyzed the results by unsupervised clustering analysis (RT-qPCR validation of representative genes is provided in Supplementary Fig. 1f). Four gene clusters (A–D) were identified and analyzed by gene ontology (GO) (Fig. 5a). Two clusters appeared to be particularly interesting: clusters A and C. Cluster A is enriched in genes controlling protein transport and translation that tend to be downregulated in *Tpit* KO tissues. The same tendency is observed for these genes in ACreb3l2 and AXBP1 transgenic mice, and even more in combined ACreb3l2/AXBP1 mice. Cluster A includes about 50% of the genes in each translation sub-category (Fig. 4g). Hence, combined downregulation of Creb3l2 and XBP1 phenocopies the effect of *Tpit* deficiency on translation and secretory pathway genes.

**Fig. 5:**
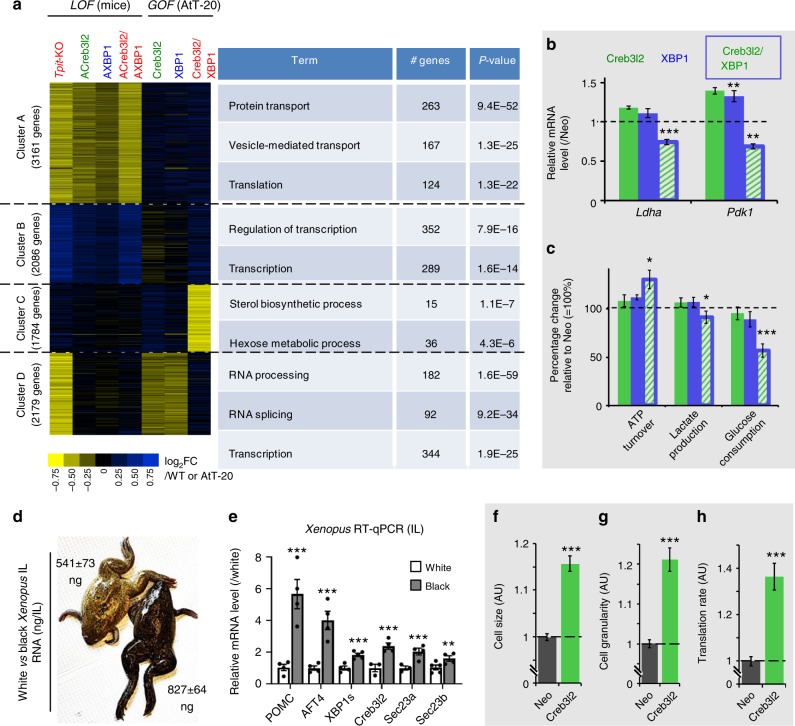
Creb3l2 is a scaling factor for translation. **a** *Tpit* KO transcriptome signature is largely phenocopied by inhibition of *Creb3l2* and *XBP1*. Heatmap representation of gene clustering identified by global analysis of expression profiling datasets (*left*) and GO distribution of genes in each cluster (*right*). Transcriptome data from WT, *Tpit-KO*, *ACreb3l2*, *AXBP1*, and *ACreb3l2/AXBP1* transgenic mice and from the gain-of-function AtT-20 cells were clustered with the Cluster 3.0 software using *K*-means. *P*-values relative to random occurrence using modified Fisher Exact *P*-value (EASE scores provided by DAVID) are shown. **b** Decreased lactate dehydrogenase (Ldha) and pyruvate dehydrogenase kinase (Pdk1) mRNAs (RNAseq normalized counts) in AtT-20 cells expressing Creb3l2 + XBP1 relative to control (Neo) cells set to 1. **c** Increased ATP turnover, decreased lactate production and glucose utilization, showing shift of ATP production from glycolysis to oxidative phosphorylation in AtT-20 cells expressing Creb3l2 + XBP1. Data represent the means ± SEM (*n* = 5–6). **d** Adaptation (5 weeks) of *Xenopus* skin color to black (*right*) background compared to white (*left*) increases total IL RNA content (ng ± SEM, for *n* = 4–5). **e** Expression of *POMC* and UPR genes in white (white bars) and black (black bars) background adapted frogs. Relative IL mRNA levels measured by RT-qPCR were normalized to those of β*-actin* and represented as fraction of levels in white background set to 1. Data represent means ± SEM (each dot represents independent measure). **f**–**h** Expression of Creb3l2 in INS-1 cells. FACS analyses of cell size **f** and granularity **g** index for INS-1 cells expressing Creb3l2. All data represent the means ± SEM (*n* = 3). **h** SUnSET measurement of protein synthesis in control INS-1 cells (Neo) and INS-1 cells expressing Creb3l2. Data (±SEM, *n* = 3) are presented relative to Neo cell set to 1. Compared to controls using bilateral Student’s *T*-test with unequal variances: *P *<* 0.05, **P < 0.005, ***P < 0.0005

Cluster C represents a group of genes synergistically downregulated in Creb3l2 + XBP1 cells and it is enriched in genes controlling hexose metabolism. Their analysis suggested a shift from glycolysis to oxidative phosphorylation utilization of glucose and in agreement with this, mRNA levels of lactate dehydrogenase (Ldha) and pyruvate dehydrogenase kinase (Pdk1) are decreased in Creb3l2 + XBP1 cells (Fig. 5b). Accordingly, the latter cells exhibit decreased lactate production and glucose utilization (Fig. 5c). We directly assessed cell respiration and found increased ATP turnover only in Creb3l2 + XBP1 cells (Fig. 5c). Since AtT-20 cells are tumor-derived, they are likely to exhibit a Warburg shift towards glycolytic glucose utilization compared to normal pituitary cells. The Creb3l2/XBP1-dependent reverse shift towards the more energy-efficient mitochondrial oxidative phosphorylation pathway is consistent with the high-energy requirements for translation and the development of a high capacity secretory system.

In order to assess conservation of Creb3l2 and UPR regulators in an evolutionary distant but related system, we queried their status in the *Xenopus* IL, where melanotrope cell size and αMSH secretion increase when frogs adapt to a dark background environment^17,37^. We found that IL RNA content (Fig. 5d) and expression levels of UPR pathway regulators, including Creb3l2, are increased in dark-adapted frogs (Fig. 5e). Thus, the physiological UPR pathway appears an evolutionary conserved mechanism to match secretory capacity with translational burden.

To our knowledge, Creb3l2 is the first TF shown to directly target and regulate the translation transcriptome. Creb3l2 is expressed in many secretory tissues (Supplementary Fig. 1f) including in pancreatic islets. While pituitary POMC cell maturation is regulated by Tpit, pancreatic β cell maturation is dependent on the TF Pdx1. Interestingly, Pdx1 binding is observed at the *Creb3l2* promoter in islet cells (Supplementary Fig. 4e) suggesting a maturation mechanism that may resemble that of POMC cells. To assess Creb3l2 activity in β cells, we stably overexpressed Creb3l2 in insulin-secreting INS-1 cells and found an increase of INS-1 cell size, granularity, and a 36% increase of translational rate (Fig. 5f–h). Thus, Creb3l2 appears to be a general regulator of translation capacity.

## Discussion

The present work identifies a master TF for control of translation capacity, Creb3l2. Genome-wide approaches demonstrate that Creb3l2 is directly targeting and stimulating transcription of hundreds of genes involved in different steps of translational control, namely 55 translation factors, 105 ribosomal proteins, and 30 aminoacyl tRNA synthetases genes. Genetic manipulations (LOF, GOF) of the *Creb3l2* gene in mice and two different secretory cell types led to significant changes of translation rates (25–36%). Overexpression of Creb3l2 was sufficient to increase overall cellular protein content by ≈25%. Scaling factors were proposed to be factors that adjust expression of genes controlling basic cell functions to specific cellular needs^38^. Creb3l2 is thus a scaling factor for translation.

It is noteworthy that total RNA content is increased following Creb3l2 action. Although we could not find evidence of direct Creb3l2 binding to rRNA genes, its broad action on expression of ribosomal proteins is likely sufficient to increase rRNA transcription and hence, have a significant effect on total RNA content. It was indeed shown that depletion of ribosomal proteins RPS19, RPS6, or RPL11 is sufficient to decrease rRNA transcription^39^.

The present work suggests a general paradigm that involves three TFs for maturation of pituitary secretory cells into hormone-producing factories (Fig. 6). A tissue-specific terminal differentiation factor (Tpit in pituitary POMC cells, Pdx1 in pancreatic islet cells) that upregulates two bZIP TFs, Creb3l2 for scaling up translation capacity and XBP1 to increase secretory organellogenesis without triggering the stress response. These physiological regulators of secretory capacity could be useful to increase yields of therapeutic proteins, such as cytokines and monoclonal antibodies that are produced by expression in mammalian cells.

**Fig. 6:**
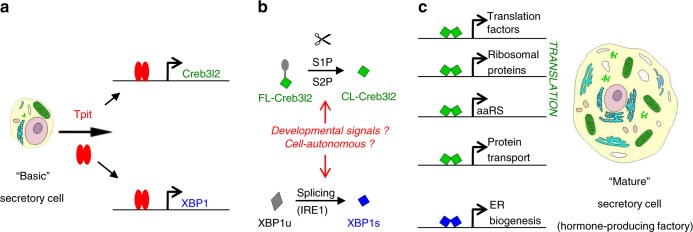
Developmental mechanism to establish high capacity secretory cells. Freshly differentiated pituitary cells have basic secretory features and acquire the features of hormone-producing factories during early post-natal development under the concerted actions of two bZIP transcription factors Creb3l2 and XBP1. This is controlled by the determination transcription factor Tpit in pituitary POMC cells (likely PDX1 in pancreatic β cells and BLIMP1 in activated B cells). **a** In pituitary, Tpit activates expression of *Creb3l2* and *XBP1* by directly targeting their genes. **b** Both factors require activation through either proteolytic cleavage (Creb3l2) or alternative splicing (XBP1) and this appears to be either cell-autonomous in normal development or may be regulated by developmental signals as shown for TGFβ in liver^23^. **c** Translation capacity and protein transport are enhanced by the scaling action of Creb3l2 directly targeting the promoters of a large number of genes involved in translation including genes for regulatory factors, ribosomal proteins, and tRNA aminoacyl transferases. In parallel, XBP1 stimulates ER biogenesis without triggering the protein stress response, thus activating the physiological UPR response

The involvement of the UPR regulator XBP1 in this regulatory network clearly fits within the context of the so-called “physiological UPR” system rather than within the cytoprotective homeostatic response to protein stress. The physiological UPR was described in professional secretory cells, such as B lymphocytes, digestive enzyme-secreting zymogenic cells, salivary glands, exocrine pancreas, or pancreatic beta cells^1,30,31,40^. This proactive UPR engagement is preparing mature secretory cells to massive protein synthesis and secretion, rather than being a response to high secretory load. The existence of two types of UPR (i.e. stress related and physiological) raises the question of how context-dependent UPR specificity is achieved. The stress-related UPR involves three sub-pathways characterized by different ER transmembrane sensor proteins, IRE1, PERK, and ATF6. A clearly undesirable aspect of UPR in highly secreting cells is the PERK branch that leads to global translational repression by phosphorylation and inhibition of eIF2α^41^. Interestingly, PERK expression is barely affected by loss of *Tpit* but expression of Gadd34/Myd116, a phosphatase reversing eIF2α phosphorylation is positively regulated by *Tpit*. In fact, Tpit action not only seems to exclude PERK, but also prepare POMC cells to neutralize PERK activation. Also, genes related with ER-associated protein degradation (ERAD genes) are mostly unaffected in *Tpit-/-* pituitaries. Another undesirable UPR effect in physiological conditions is the apoptotic response that follows prolonged ER stress (reviewed in ref. ^42^). In *Tpit-/-* IL, the expression of CHOP/Ddit3, a major mediator of ER stress-induced apoptosis is not affected. During ER stress, apoptosis can be delayed through expression of inhibitors of apoptosis (IAPs) proteins^43–45^. Expression of two IAPs (Naip5 and Naip6) is strongly dependent on *Tpit* and Tpit binding is observed at these genes (Supplementary Fig. 1d). Thus, Tpit protects POMC cells from apoptotic signals. Collectively, these results suggest that Tpit sets up an efficient secretory system by activating useful (XBP1, Creb3l2) but not detrimental (PERK, CHOP/Ddit3) UPR regulators and stimulating inhibitors of deleterious UPR effects (the eIF2α phosphatase Gadd34/Myd116 and inhibitors of apoptosis Naip5 and Naip6).

Importantly, in addition to XBP1 stimulation of ER biogenesis, XBP1 has a synergistic effect on protein synthesis in combination with Creb3l2, increasing the overall cellular protein content by ≈50% with resulting enhancement of regulated secretion. Translation is the most energy consuming (about 75%) cellular process^46^ and uncontrolled protein synthesis leads to apoptosis^47^; in the latter work on translational activation through the PERK pathway mediated by ATF4 and CHOP^47^, it is noteworthy that the group of stimulated translation control genes included primarily tRNA aminoacylation in contrast to the broad set identified in the present work. Remarkably, the combined Creb3l2 plus XBP1 expression in the tumor-derived AtT-20 cells led to a shift of energy metabolism from glycolysis to oxidative phosphorylation, resulting in more efficient ATP production and providing for support of heavy protein synthesis.

In summary, the present work identified Creb3l2 as a scaling factor for translation and showed that its joint action with XBP1 dramatically increases protein synthesis and secretory capacity (Fig. 6). This regulatory network is triggered by Tpit (Fig. 6a) and likely involves cell-autonomous activation of Creb3l2 and XBP1 (Fig. 6b). The targets of Creb3l2 and XBP1 action are revealing of their purpose. By targeting genes that are downstream within the Creb3l2 regulatory network, Creb3l2 sets the cell-autonomous rheostat for translation capacity, in this instance setting high level capacity. And the joint action of XBP1 on the physiological UPR pathway matches this with increased secretory capacity (Fig. 6c). This reset of protein secretion capacity is separate from, and therefore compatible with, upstream signaling pathways regulating translation, such as the Akt/mTOR pathway.

## Methods

### Animals and genotyping

The generation and genotyping of *Tpit* KO (BALB/c) and POMC-EGFP transgenic (C57BL/6) mice was described elsewhere^15,20^. *POMC*-KO (C57BL/6) mice^48^ were purchased from Jackson laboratory (B6.129 × 1-Pomctm2Ute/J strain, stock number 008115). Young-adult (6 months old) *Xenopus laevis* were kindly provided by Dr. Marko Horb. Frogs were fully adapted to black or white background (6 animals per condition) for 5 weeks. After adaptation, animals were anesthetized by submersion in a solution of benzocaine (0.05%), rapidly decapitated, and their IL dissected, frozen in liquid nitrogen and kept at −80 °C until RNA extraction.

For transgenesis, DNA fragments containing ACreb3l2 or AXBP1 DN cDNA constructs under the control of rat *POMC* promoter and followed by a simian virus 40 (SV40) intron and polyadenylation sequences were microinjected and founder lines were derived as previously described^15^.

All animal experimentation was approved by the IRCM Animal Ethics Committee (Protocol 2017-14) in accordance with Canadian regulations.

### Histology and electron microscopy

Processing of PFA-fixed, paraffin-embedded pituitaries, and immunohistofluorescence were done as described^49^. Immunofluorescence labeling with anti-Creb3l2 (Novus Biologicals, NBP1-88697, dilution 1/30) was performed on paraffin sections^49^. For electron microscopy, adult (4–6-month old) mice were first perfused with PBS without potassium (10 ml/mice at 2 ml/min), then with 2.5% glutaraldehyde (20 ml/mice at 2 ml/min). Pituitaries were then dissected and post-fixed in 2.5% glutaraldehyde for 2 h at +4 °C. For electron microscopy^50^, tissues were contrasted with uranyl acetate [2% (w/v) in distilled water], dehydrated in ethanol and embedded in LR Gold resin (Agar Scientific, London, UK). Ultrathin sections (50–80 nm) were prepared using a Reichart–Jung ultracut microtome, mounted on nickel grids (Agar Scientific, Stanstead, Essex, UK) and examined on a JOEL 1010 transmission electron microscope (JOEL USA Inc., Peabody, MA, USA).

For analysis of cell morphology 10 micrographs of intermediate lobe cells per animal (*n* = 4 mice per group) were taken at a magnification of ×4000 and scanned into Adobe Photoshop (version 5.5) and analyzed using Axiovision (version 4.5) image analysis software. The analyst was blind to the sample code. The following parameters were calculated: cytoplasmic, nuclear, and total cell areas; granule area, granule density, and granule diameter. For measurement of the cell and nuclear areas, margins were drawn around the cell or nucleus respectively and the area was calculated. Cytoplasmic area was determined by substracting nuclear area from total cell area. Granule density was calculated by dividing total granule area by cytoplasmic area. Expansion of the RER and Golgi apparatus was assessed visually and graded on a scale of 0–4 (0, no expansion; 4 the most expansion). These estimates do not provide absolute measurements but do provide a basis for comparison.

### IL cell (melanotrope) analyses

For DNA content measurements, ILs were first digested in 1.5 ml tubes with proteinase K (PK: 30 µg) in 400 µl of PK-lysis buffer (0.5% SDS–100 mM NaCl, 50 mM Tris, pH 7.5–1 mM EDTA) at 55 °C, overnight. After a brief RNase treatment (15 min), ILs were redigested with PK (20 µg, 55 °C, 1 h). Genomic DNA was then precipitated with 1 volume of 4 M ammonium acetate—0.6 volume isopropanol, washed with 70% ethanol and dissolved in 20 µl of 10 mM Tris, pH 8.0 at 50 °C, overnight. DNA was quantitated using TKO100 Fluorometer, following manufacturer’s operating instructions (Hoefer Scientific Instruments) in order to specifically quantify double-stranded nucleic acids. Similar results were obtained for male and female pituitaries.

For RNA content measurements, total RNA from pools of 5 to 10 ILs was extracted using RNeasy Plus Mini kit (Qiagen, 74134) following manufacturer’s recommendations, including the step of genomic DNA removal. Experiments were repeated on pools of 5–10 ILs at least six times. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel. Similar results were obtained for male and female pituitaries.

Translation monitoring was done using the principles of surface sensing of translation (SUnSET)^29^ adapted for in vivo studies^51^. Briefly, adult (3–6 months female) mice were intraperitoneally injected with 100 µl of 7 mg/ml puromycin dihydrochloride (Gibco A1113803) solution (0.04 µmol/kg). 30 min after injection ILs were extracted, and melanotrope cells prepared as described^52^. After fixation and permeabilization (BD Cytofix/Cytoperm 554714) cells were stained in 96-well plates with anti-Puromycin Alexa647 antibodies (mouse monoclonal, Millipore MABE343-AF647, dilution1/75) in 30 µl of 1xPBS–0.5% BSA (+4 °C, 30 min). Cells were then washed in 1xPBS–0.1% BSA, resuspended in washing buffer and analyzed by FACS. The experiment was repeated on pools of 4–6 ILs at least five times. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel.

For ER content measurements, melanotrope cells were prepared as described above. Living cells were then stained with 1 µM ER-tracker green (ThermoFisher Scientific E34251) in 30 µl HBSS (96-well plates) at 37 °C, 5% CO_2_. Cells were then washed in 1xPBS–0.1% BSA, resuspended in the same washing buffer and analyzed by FACS. The experiment was repeated on pools of 3–5 IL at least three times. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel. Similar results were obtained for male and female pituitaries.

For nuclear density measurements, pituitary sections were stained with anti-Tpit antibodies (homemade rabbit polyclonal 1250B, dilution 1/100) or with Hoechst (SIGMA B2883) in the case of *Tpit*-/- pituitaries. After image acquisition IL nuclear density was analyzed using the Imaris Software and custom written MATLAB programs designed as follows: (1) the region was first outlined by hand to keep only the pituitary, (2) the position of each cell was identified via the fluorescent channel using the spot function from Imaris with background subtraction and fixed quality factor, (3) the area was calculated from the object thus created, and (4) cell density was counted as the number of spots over the object surface. The full processing *XTension* method is found at http://open.bitplane.com/Default.aspx?tabid=57&userid=337 with an example. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel.

Total IL or AtT-20 protein extracts were used for Western blots^53^. Blots were first incubated with anti-mTOR (Cell Signaling Ab #2972, rabbit polyclonal, dilution 1/1000), anti-phosphoSer2481-mTOR (Cell Signaling Ab #2974, rabbit polyclonal, dilution 1/1000), or anti-Creb3l2 (NOVUS Biologicals NBP1-88697) antibodies, followed by peroxidase-coupled goat anti-rabbit (SIGMA, A6154, dilution 1/25,000).

### Cell culture

AtT-20, αT3, or GH3 cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and antibiotics (penicillin/streptomycin). INS-1 cells were cultured in 1x RPMI 1640 medium (Wisent 350000CL) supplemented with 10 mM HEPES, pH 7.4, 1 mM Na pyruvate, 50 µM β-mercaptoethanol, 10% fetal bovine serum, and antibiotics (penicillin/streptomycin).

To generate stable transgenic cell populations, retroviruses were packed using the EcoPack 2-293 cells (Clontech, Mountain View, CA) and infections were performed as described^54^. Selection of retrovirus-infected cell populations was achieved with either 400 µg/ml Geneticin (Gibco, 11811-031) or 250 µg/ml Hygromycin B (Invitrogen, 10687-010). Resistant colonies were pooled to generate retrovirus-infected populations of about 1000 independent colonies. For double infections, cells were first infected by pLNCX2/3xFLAG-Creb3l2 and the resulting Creb3l2/Neo cells were re-infected by pLHCX/XBP1s and selected on media containing Geneticin/Hygromycin.

For genomic DNA extraction and quantification, AtT-20 cells were seeded in triplicates in 12-well plates (3 × 10^5^ cells/well) at day 0. At day 2, media were changed and at day 3, genomic DNA was extracted as for IL samples, resuspended in 50 µl of 10 mM Tris, pH 8.0 and quantitated using a fluorometer.

Total RNA was extracted using RNeasy Mini kit (Qiagen, 74104) following manufacturer’s recommendations. Experiments were done in triplicates. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel.

For measurements of protein content, cells were plated as for DNA quantification. At day 3, cells were washed twice with 1xPBS, lysed with the EBC buffer (50 mM Tris–HCl pH 8.0, 170 mM NaCl, 0.5% NP-40, 50 mM NaF, 10% glycerol) and soluble protein concentration was measured by absorbance using the Bradford assay (Bio-Rad protein assay 500-0006). For each cell line, four wells were used for protein extractions and three for genomic DNA quantitation (as described above), used as indicator of cell number. The experiment was performed in quadruplicates 5–8 times. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel.

ACTH release was measured using a commercially available ELISA kit (mdbioproducts M046006). AtT-20 cells grown on 12-well plates (3 × 10^5^ cells/well) for 48 h were placed on lipid-free low-serum medium (0.5% Dextran-coated charcoal treated FBS) for 12 h. Cells were then washed with serum-free medium and placed in 1 ml of serum-free medium containing CRH (10^−7^ M) or vehicle (1xPBS) for 7 h. The accumulated amount of ACTH released in the medium was measured following instructions of the manufacturer using 0.4 µl of medium (100 µl of a 1/250 dilution) per assay. Genomic DNA (quantified as above) was used as indicator of cell number. The experiment was done in duplicates at least three times. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel.

Metabolic studies in different AtT-20 cell populations (respiration, lactate, and glucose levels) were performed as described^55^.

For transient transfections, αT3 (Fig. 2i), GH3 (Fig. 4f and Supplementary Fig. 4c, d), INS-1 (Fig. 3b and Supplementary Fig. 2b, c), or AtT-20 cells (Supplementary Fig. 2a) cells were plated in 12-well plates (3 × 10^5^ cells/well) the day preceding transfection and transfected with 1.4 µg of DNA, containing or not 100 ng of luciferase reporter construct with different amounts of expression vectors completed with empty expression vector (JA1394) using Lipofectamine reagent (Invitrogen, Carlsbad, CA, USA). For proteasome inhibition, 1.5 µM MG132 was added 5 h before cell harvesting.

### DNA vectors

Supplementary Data 3 lists reagents used to construct all expression vectors, including relevant PCR primers and used restriction sites.

The following retroviral vectors were used for generation of stable cell populations: pLNCX2 (JA1784), pLNCX2/XBP1s (JA2335), pLHCX (Clontech), pLHCX/XBP1s (JA2340), and pLNCX2/3xFLAG-Creb3l2 (JA2349).

For transient transfections, XBP1s and Creb3l2 (full-length or cleaved fragment) expression vectors (JA2343, JA2614, and JA2426, respectively) were constructed in the expression vector JA1394^18^. The coding sequences corresponding to XBP1s (*spliced* XBP1) and Creb3l2 (*full-length or cleaved* Creb3l2) were amplified from IL or AtT-20 cDNA by PCR. To obtain the 3xCreb3l2-RE-luciferase reporter (JA2422), we hybridized oligonucleotides 59-5/59-6 and then cloned their double-stranded DNA into the BamHI site located upstream of a minimal POMC promoter in plasmid JA290^56^.

To produce DN expression vectors (for transgenesis in vivo), the amphipathic acidic extension (AZIP) from the CMV A-CREB construct (Addgene catalog #33371)^57^ was PCR amplified with primers 30-585/25-208, introducing a NotI-restriction site on 5′ end and an XhoI site at the 3′ end. Second, Creb3l2 and XBP1 coding sequences starting at the leucine zipper domain were PCR amplified with primers 31-245/36-147 and 32-287/33-263 introducing a XhoI restriction site on 5′ end and an NotI site at the 3′ end. The, NotI-AZIP-XhoI DNA fragment was ligated to XhoI-Creb3l2-NotI or XhoI-XBP1-NotI and the resulting NotI-ACreb3l2-NotI or NotI-AXBP1-NotI fragments were subcloned in the vector JA1394/NotI, giving rise to plasmids JA2428 and JA2429, respectively. Finally, NotI-ACreb3l2-NotI or NotI-AXBP1-NotI DNA fragments from JA2428 and JA2429 were blunt-ended with DNA polymerase I large fragment (Klenow) and cloned into JA1508/EcoRI-Klenow downstream of the rat *Pomc* promoter and upstream of the SV40 intron. The resulting plasmids JA2452 and JA2453 were digested by SalI to generate SalI-POMC_promoter-ACreb3l2-SV40-SalI (≈1.8 kb) and SalI-POMC_promoter-AXBP1-SV40-SalI (≈2.5 kb) DNA fragments used for oocyte microinjection.

### FACS analyses

IL cells were prepared and analyzed^52^ using the FACS Calibur cell sorter (BD BioSciences). FSC and SSC gates were set to exclude cell debris and doublets (Supplementary Fig. 5). Propidium iodide labeling (1 µg/10^6^ cells) was used to exclude dead cells. Data were analyzed with the Summit 4.3 software. Cell diameter of IL cells was inferred by extrapolating forward scatter fluorescence values to the standard curve made using a set of calibrated beads (Spherotech PPS-6K). Cell granularity was assessed based on the side scatter (SSC) measured by FACS. Size and granularity of AtT-20 and INS-1 cells were analyzed the same way. The experiments were repeated at least three times. Statistical significance was assessed using bilateral Student’s *T*-test with unequal variances on Microsoft Excel.

### RNA extraction and transcriptomic analyses

IL or AtT-20 cell RNA was extracted using RNeasy mini extraction columns (Qiagen) according to the manufacturer’s instructions. 100–200 ng (IL) of total RNA were utilized to generate cDNA using the Superscript III reverse transcriptase (Invitrogen, 18080-044) following the manufacturer’s recommendations. Resulting cDNAs were analyzed by qPCR using a SYBR Green master mix (ThermoFisher Scientific A25741) supplemented with 300 nM of each gene-specific primer pair (see Supplementary Table 1 for sequences). Transcriptomic (RNAseq) studies were performed in triplicates for different AtT-20 cell populations or in duplicates for mice, using pools of five 3 months old male IL tissues. For *WT* or *Tpit-KO* ILs, cDNA probes were hybridized on Affymetrix mouse Gene 1.0 ST arrays. Hybridization and scanning were done at the McGill University and Genome Québec Innovation Centre. RNASeq were done at the IRCM Molecular Biology facility following the TruSeq-stranded mRNA sample preparation guide (Illumina).

### Chromatin immunoprecipitation

ChIP experiments were performed in AtT-20 cells as previously described^58^ using 5 µg of antibody (anti-FLAG-M2, mouse monoclonal, Sigma F3165; anti-mouse XBP1, rabbit polyclonal M-186, Santa Cruz Sc-7160, anti-human Creb3l2, rabbit polyclonal, Novus Biologicals, NBP1-88697) per reaction. Equal amounts of purified rabbit or mouse IgG (rabbit IgG, Sigma G2018; mouse IgG, Sigma I5381) were used in control ChIP reactions. qPCR analyses were done using SYBR Green master mix (ThermoFisher Scientific A 25741) supplemented with 300 nM of primer pairs (see Supplementary Table 1 for primer sequences). Pools of DNA from several independent ChIP experiments were utilized to make libraries for ChIPseq. The libraries and flowcells were prepared at the IRCM Molecular Biology Core facility following Illumina recommendations (Illumina, San Diego, CA) and then sequenced on Hiseq 2000 at the Génome Québec Innovation Centre. The generation of IgG, Flag, Tpit, H3K4me1, H3K27ac ChIPseq profiles in AtT-20 cells was already described^24^. ATACseq data in AtT-20 cells and pituitary corticotropes and melanotropes were described^59^ and are available on GEO as GSE87185.

### Bioinformatics processing and analysis of genomic data

The FlexArray software developed at McGill University (http://genomequebec.mcgill.ca/FlexArray) was used to analyze transcriptomic data (GC-RMA normalization and Scatter plots). Differentially expressed genes were extracted by fixing a *P*-value threshold (*P* ≤ 0.001) using the Local-pooled-error (LPE) test.

Finding of enriched functional-related gene groups was done using Gene Ontology tool from the Database for Annotation, Visualization, and Integrated Discovery (DAVID)^60^ or AmiGO1 (http://amigo1.geneontology.org/cgi-bin/amigo/term_enrichment)^61,62^. *P*-values on DAVID (Fig. 5a) correspond to EASE Score, a modified (more conservative) Fisher Exact *P*-value, while *P*-values on AmiGO (Figs. 2b, 4e and Supplementary Fig. 3g) were calculated with GO::TermFinder using the hypergeometric distribution.

ChIPseq peak finding and sequence analysis were described previously^24^. For de novo motif analysis, 120 bp of sequences surrounding the peaks were extracted from the University of California at Santa Cruz Web site^63^ and processed using HOMER^64^. It uses ZOOPS scoring (zero or one occurrence per sequence) coupled with the hypergeometric enrichment calculations (or binomial) to determine motif enrichment. Graphical representations of the position weight matrices obtained from these analyses were generated with WebLogo (http://demo.tinyray.com/weblogo)^65^. Peaks were assigned to the closest gene with the AnnotatePeaks.pl Homer command. To visualize ChIPseq profiles, we used the Integrative Genome Viewer tool^66^.

RNAseq reads were trimmed with Trimmomatic v0.22^67^ and aligned against the mm10 mouse genome using Tophat (v2.0.8). Raw read counts per gene were calculated with HTSeq-count from HTSeq (v0.5.4) (http://www-huber.embl.de/users/anders/HTSeq/). The raw counts were normalized relative to the library size, and tested for differential expression using the R package DESeq^68^. Genes were considered to be expressed if the average normalized count across the samples was above 20.

For unsupervised clustering, a table containing gene expression fold changes in different LOF or GOF conditions was uploaded into Cluster 3.0 software (enhanced version of Cluster, originally described in ref. ^69^). After normalization, we applied *K*-means for clustering using Euclidean distance similarity metrics. We determined that four clusters is the most segregating setting for our dataset. The gene lists extracted from those four clusters were uploaded into the DAVID website^60^ to search for enriched biological processes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1/2/3

Reporting Summary

## Data Availability

All genomic data have been deposited on Gene Expression Omnibus (GEO) under accession number GSE132324.

# Supplementary material for: Pituitary cell translation and secretory capacities are enhanced cell autonomously by the transcription factor Creb3l2
**Source:** Nat Commun. 2019 Sep 3;10:3960. doi: 10.1038/s41467-019-11894-3
**Supplement:** Supplementary file 1 — Supplementary Information

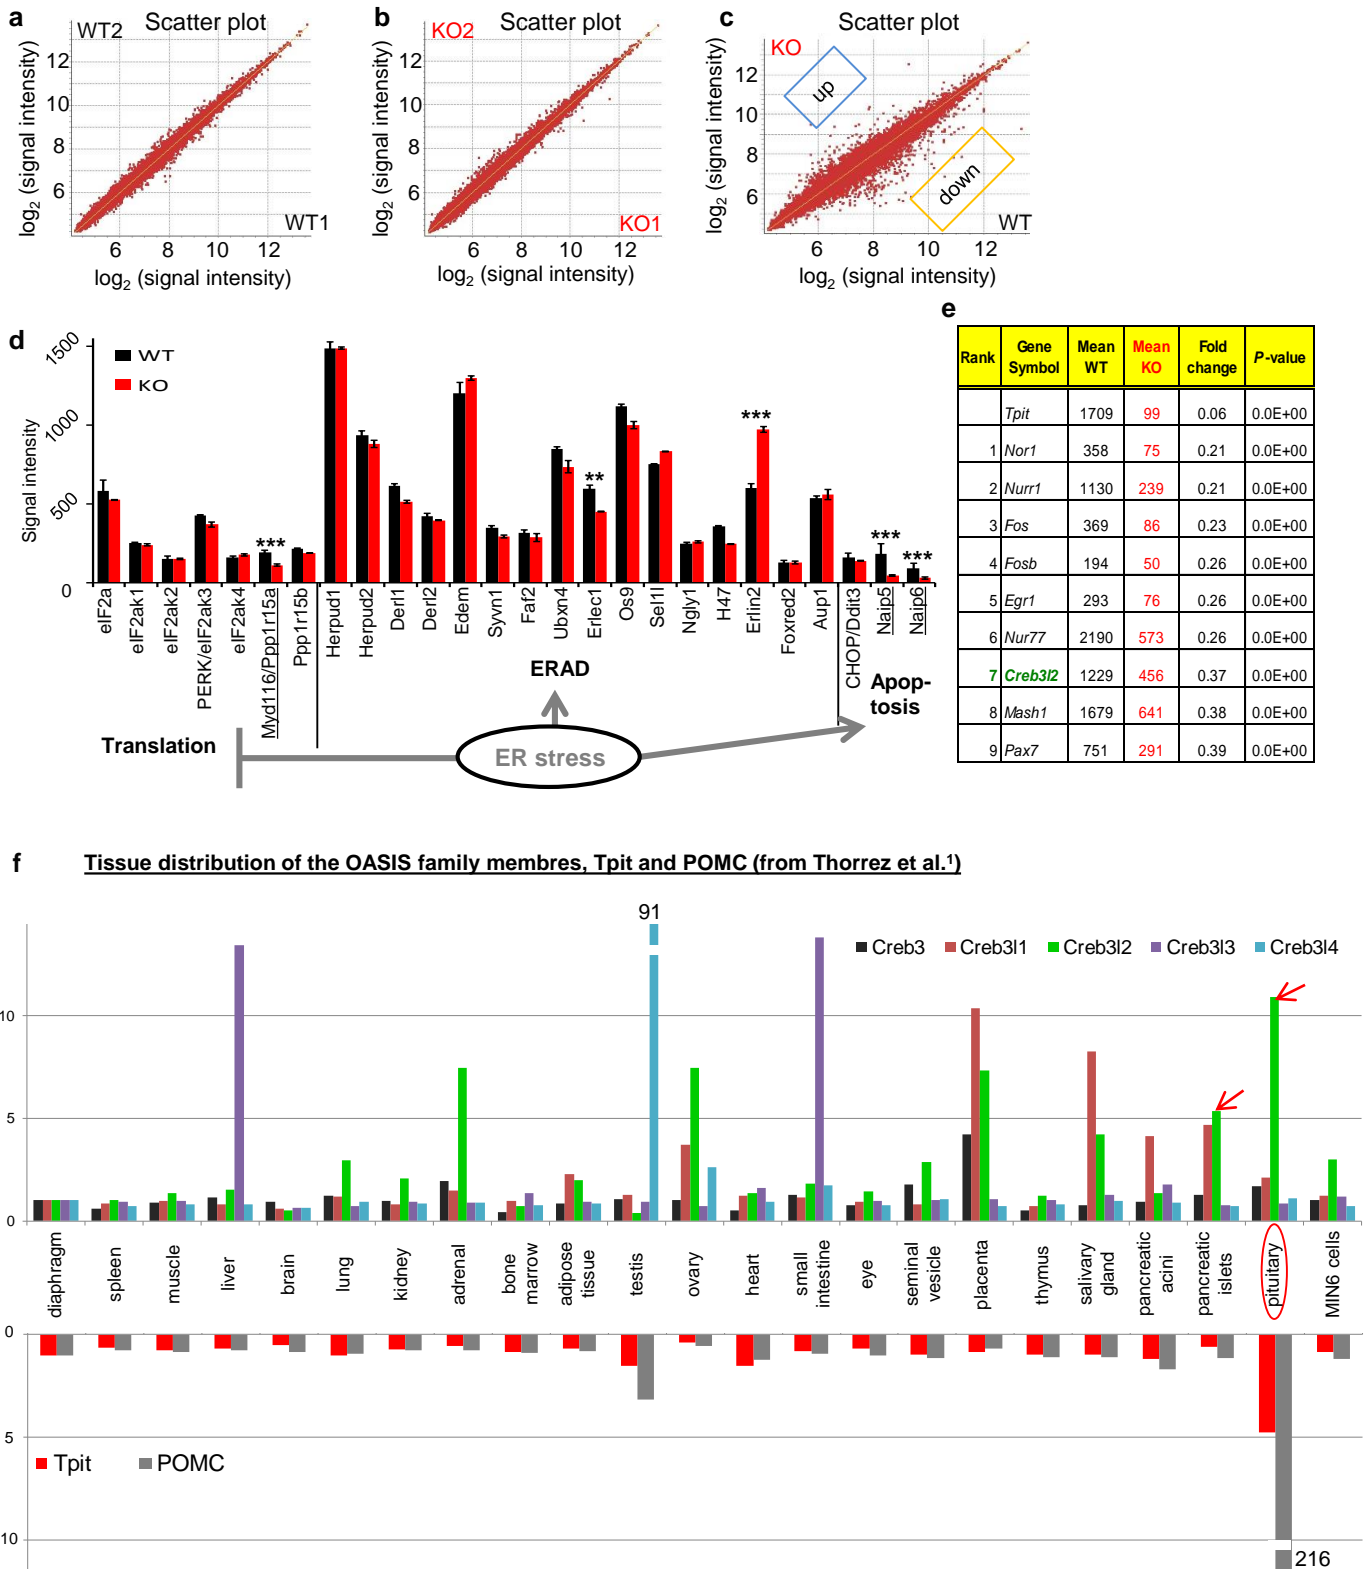

**Supplementary Figure 1. Validation of *Tpit* KO (*Tpit*<sup>-/-</sup>) transcriptome data. (a-c)** Scatter plot comparisons of 2 WT (a) and 2 KO (b) pituitary intermediate lobe (IL) transcriptomes showing the reproducibility of microarray experiments and comparison of WT vs *Tpit* KO pituitary IL transcriptomes (c). **(d)** Expression (Affymetrix microarray signals) of translation regulators, ERAD and apoptotic genes in WT (black bars) and KO (red bars) ILs. *P*-values determined using local-pooled-error (LPE) test. Compared to controls (WT): \*\* *P* < 0.005, \*\*\* *P* < 0.0005. **(e)** List of 10 most downregulated transcription factor genes in *Tpit*-deficient ILs. **(f)** Expression of the OASIS family members, *Tpit* and *POMC* in different tissues and cell lines.

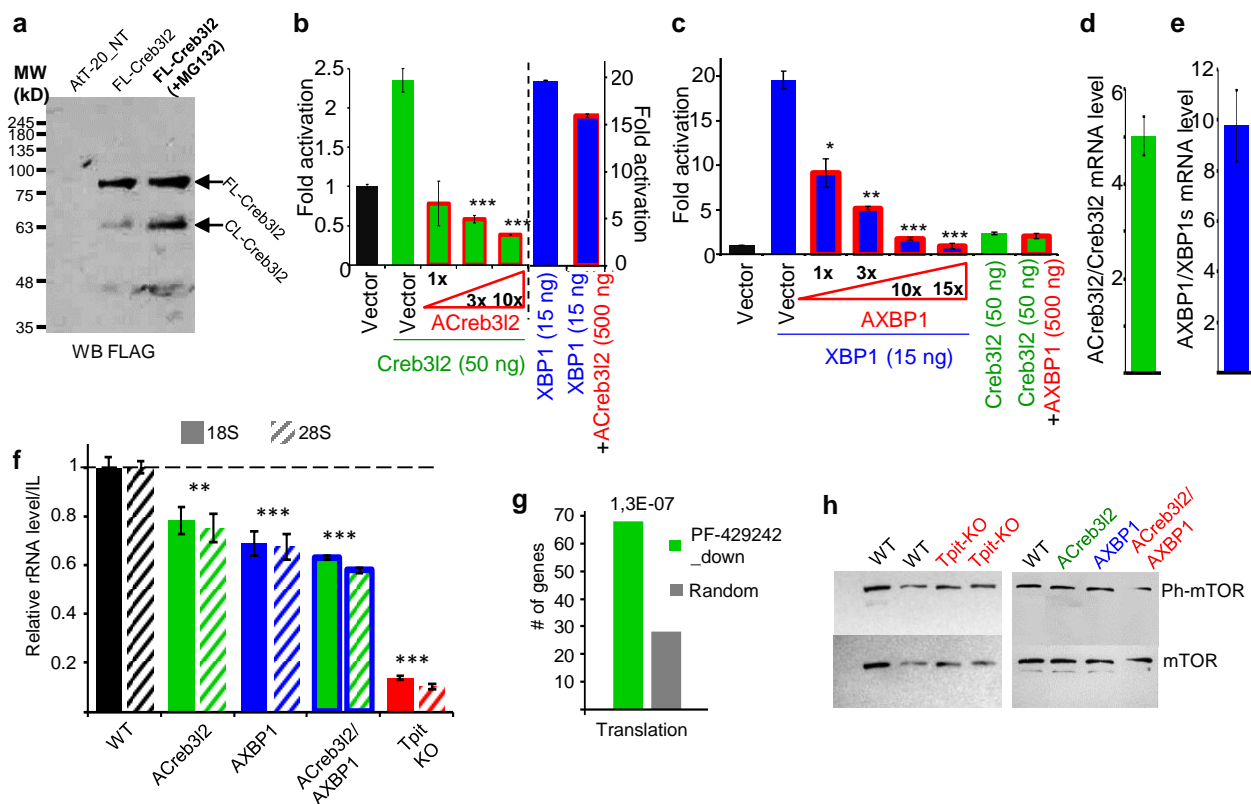

**Supplementary Figure 2. Efficient and specific inhibition of Creb3l2 and XBP1 activity using acidic dominant-negative constructs (AZIP).** (a) Expression (Flag Western blot) of FL-Creb3l2 in AtT-20 cells results in production of both FL and cleaved (CL) active forms of Creb3l2. Treatment with the proteasome inhibitor MG132 leads to stabilization of Creb3l2. (b) Inhibition of Creb3l2, but not XBP1, activity by overexpression of ACreb3l2. (c) Inhibition of XBP1, but not Creb3l2, activity by overexpression of AXBP1. The 3xCreb3l2/XBP1-RE *Luciferase* reporter was used to assess Creb3l2 or XBP1 activity upon transfection into INS-1 cells. (d-e) RT-qPCR quantification of ACreb3l2 and AXBP1 transcripts relative to the endogenous Creb3l2 and XBP1s transcripts in ILs of the transgenic mice reported in Fig. 3. (f) RT-qPCR assessment of rRNA 18S and 28S contents in WT, LOF transgenics and *Tpit* KO ILs. Data represent the average  $\pm$ SEM of 4 pools of 5-10 ILs. Statistical significance was assessed using bilateral Student's *T*-test with unequal variances. \*\*  $P < 0.005$ , \*\*\*  $P < 0.0005$ . (g) Enrichment of translation genes in transcriptomes of plasmablasts treated for 72h with the selective S1P (S1 protease responsible for Creb3l2 cleavage) inhibitor PF-429242 (analysis of raw data from Al-Maskari et al.<sup>2</sup>). (h) mTORC1 status is not affected by *Tpit* KO or Creb3l2/XBP1 downregulation (ACreb3l2, AXBP1). Western blot showing similar active mTOR (phospho Ser-2481) to total mTOR levels in IL protein extracts from indicated mutant mice.

**a** **Tpit**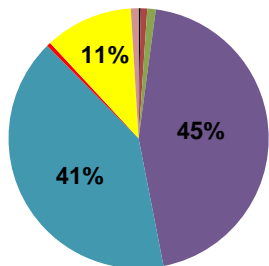**b** **Creb3l2**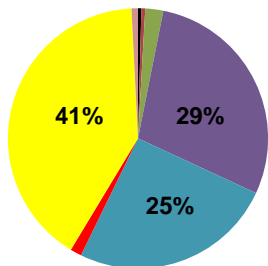**c** **XBP1**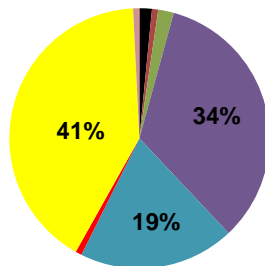

■ non coding

■ 3'-UTR

■ exon

■ intergenic

■ intron

■ 5'-UTR

■ Promoter-TSS

■ TTS

**d**

ChIP FLAG (AtT/FLAG\_Creb3l2 cells)

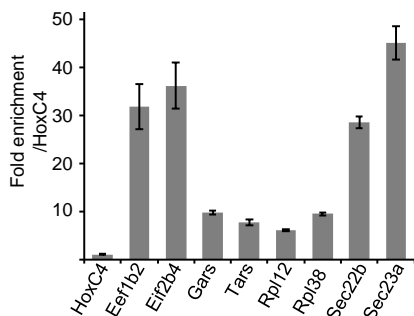**e**FLAG ChIP-seq signal  
(AtT/FLAG\_Creb3l2 cells)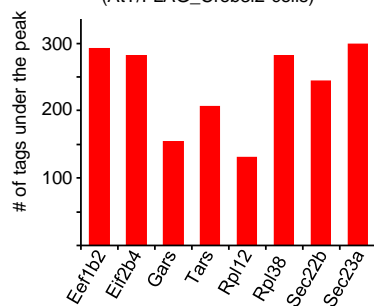**f**Creb3l2 ChIP  
(AtT-20 cells)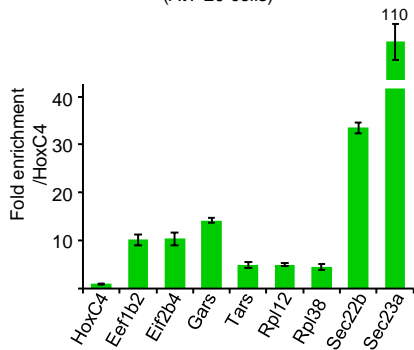**g**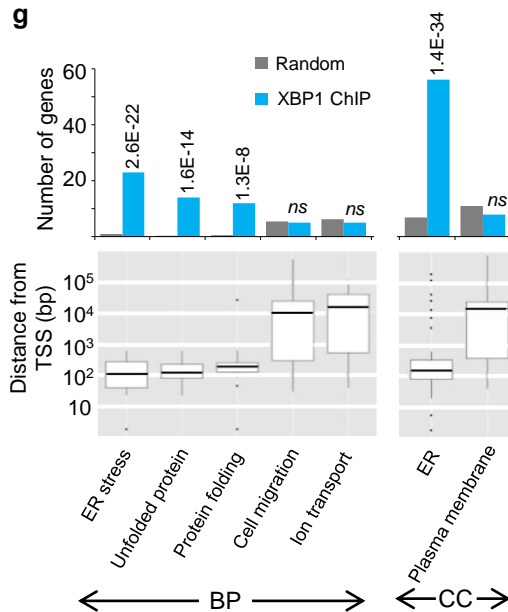**i**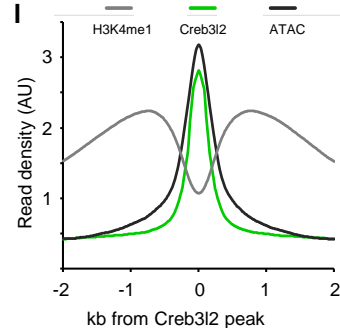**m**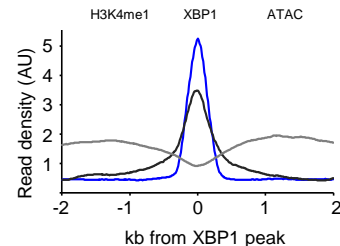**h**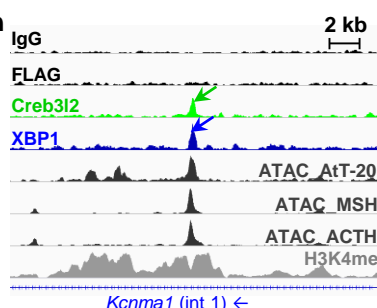**i**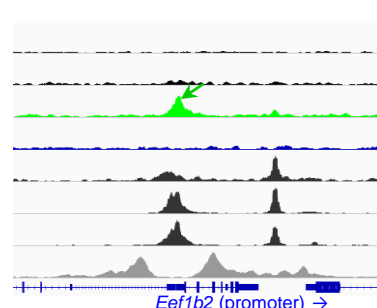**j**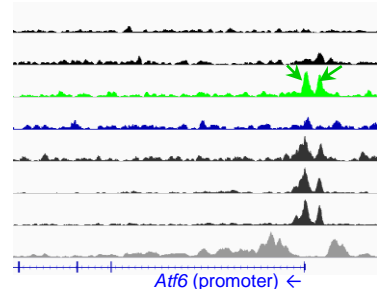**k**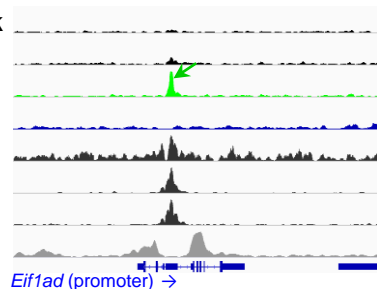

**Supplementary Figure 3. Creb3l2 and XBP1 target the promoters of translation and ER biogenesis genes, respectively.** (a-c) Genomic distribution of Tpit, Creb3l2 and XBP1 ChIPseq peaks. (d-f) ChIP-qPCR validation of Creb3l2 ChIPseq. Data for 8 representative promoter loci are shown as assessed by FLAG antibody ChIP-qPCR (d), FLAG antibody ChIPseq (e) and Creb3l2 antibody ChIP-qPCR (f). (g) GO terms of genes associated with TSS proximal ( $\leq 1$  kb) XBP1 peaks. Peaks were assigned to the closest gene with the AnnotatePeaks Homer command. Bars represent the number of genes in each category associated with XBP1 peaks (blue) or random occurrence of genes in each category (grey). *P*-values relative to random occurrence determined by using hypergeometric distribution provided by AmiGO are shown above the bars; ns, not significant. The bottom panels provide boxplot representation of the distance to TSS for XBP1 peaks of each GO category revealing promoter-proximal associations for groups with significant associations. Center lines show medians; box limits indicate the twenty-fifth and seventy-fifth percentiles; whiskers extend to 1.5 times the interquartile range from the twenty-fifth to seventy-fifth percentiles. BP: biological process, CC: cellular component. (h-k) ChIPseq profiles at regulatory sequences of genes targeted by Creb3l2 and/or XBP1. ChIPseq patterns are shown for control IgG, Flag, Creb3l2, XBP1, H3K4me1 and ATACseq. (l,m) Average profiles of H3K4me1 ChIPseq and ATACseq at Creb3l2 (l) or XBP1 (m) peaks.

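The ChIP-qPCR measures the recovery of short promoter amplicons after chromatin immunoprecipitation. The primer pairs listed for it in Supplementary Table 1 were searched for in GRCm38, and 6 of the 9 pairs matched exactly. Each of these 6 gave a product of the listed size at the gene it is named for. The Eef1b2 amplicon lies on chromosome 1 from 63176890 to 63177020, overlaps an annotated UTR exon of the gene, and has its centre 130 bp downstream of the TSS. The Gars amplicon lies on chromosome 6 from 55037839 to 55037987, upstream of the gene, with its centre 94 bp from the TSS. The Tars amplicon lies on chromosome 15 from 11399749 to 11399896, upstream of the gene, 158 bp from the TSS. The Rpl38 amplicon on chromosome 11 from 114668416 to 114668547 and the Hoxc4 amplicon on chromosome 15 from 103034252 to 103034411 each contain an annotated TSS. The Rpl12 amplicon lies on chromosome 2 from 32961740 to 32961839 and reaches into the coding sequence. The same Rpl12 primers match exactly at 2 further places with products of the same size, in the processed pseudogenes Gm9396 on chromosome 3 and Gm10275 on chromosome 10. With 1 mismatch allowed per primer, the Eif2b4 pair gives a product of the listed size on chromosome 5 from 31193020 to 31193200 that contains an annotated TSS. The Sec22b and Sec23a pairs were not placed. None of the 7 amplicons placed at their gene contains the sequence ACGT. The FLAG ChIPseq values of these loci are not reported here, because the peaks were not assigned to genes.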

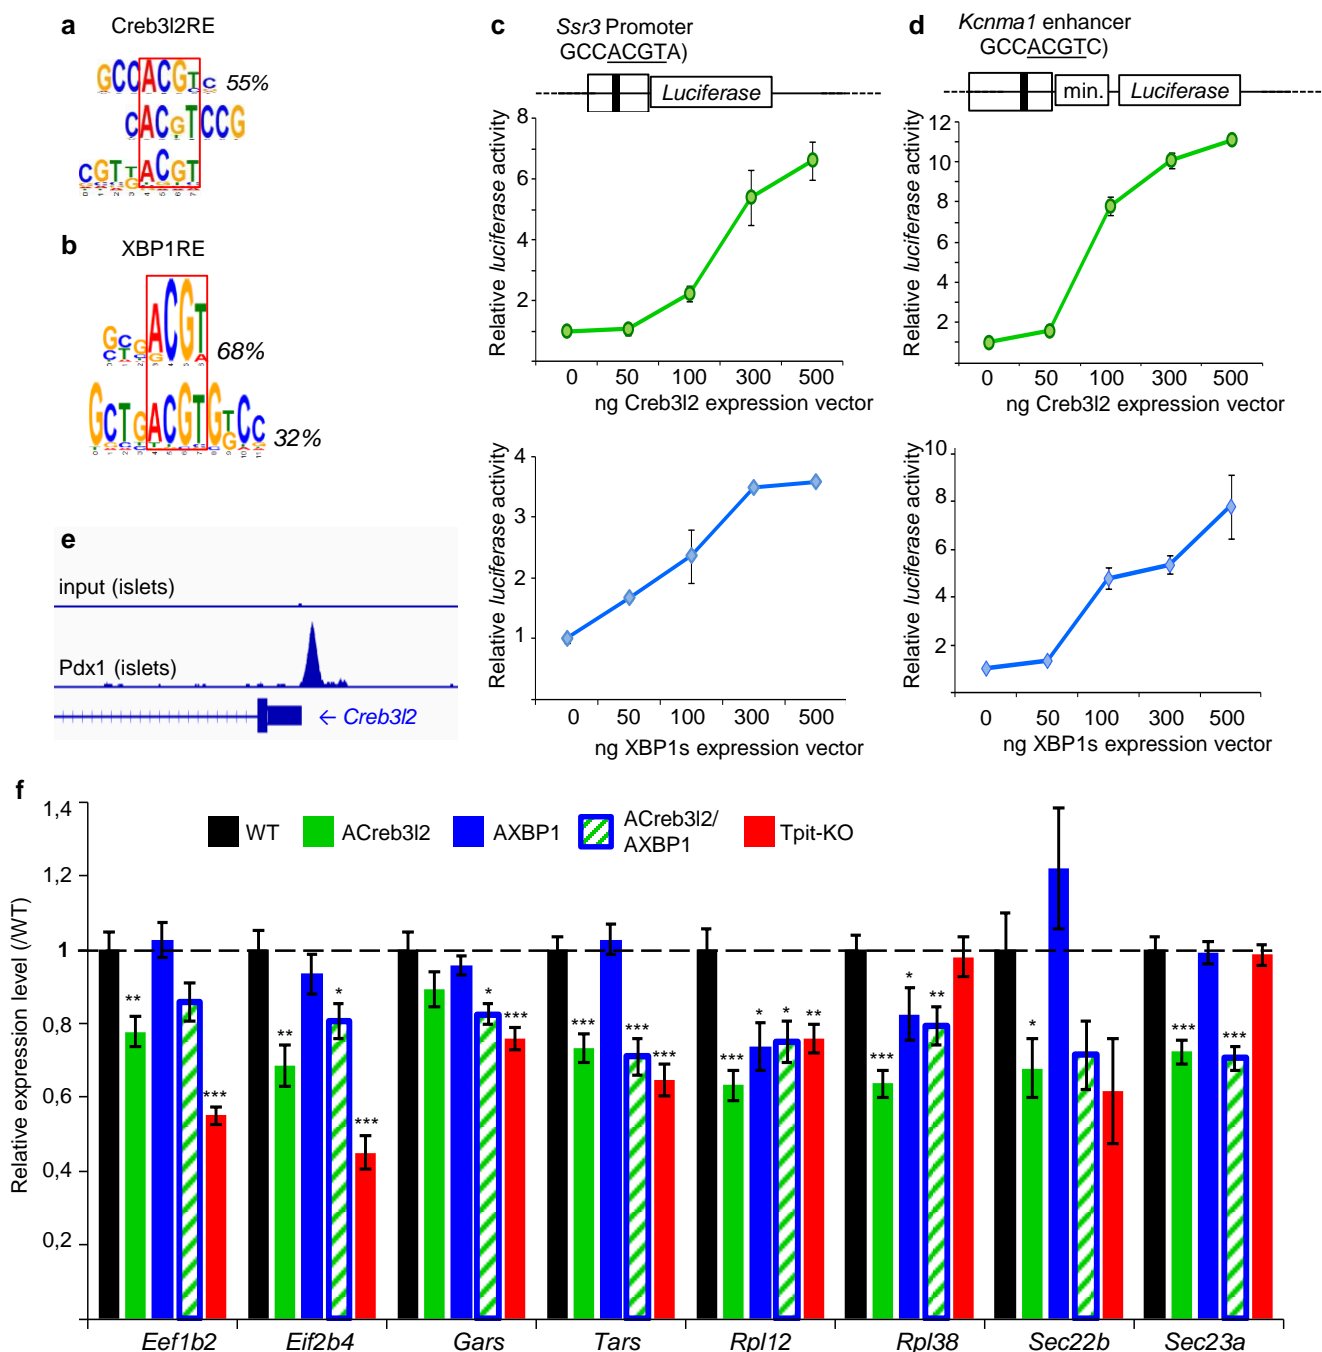

**Supplementary Figure 4. Creb3l2 and XBP1 activate transcription through binding of a similar sequence motif.** (a-b) Creb3l2-RE and XBP1-RE consensus identified by *de novo* motif searches in sequences bound by Creb3l2 and XBP1. (c-d) The transcriptional activity of Creb3l2 and XBP1 assessed by transfection in GH3 cells using two pGL4.10-*luciferase* reporters. Schematic representation of *Luciferase* reporters containing the *Ssr3* promoter (c) or *Kcnma1* enhancer (d) and dose-response curves. (e) ChIPseq profiles of Pdx1 at regulatory sequences of Creb3l2 in pancreatic beta cells. Data from <http://chip-atlas.org> (the Pdx1 cisome of pancreatic islets, ERX103428, ERX103429). (f) RT-qPCR validation of RNAseq analyses at 8 representative loci. Statistical significance was assessed using bilateral Student's *T*-test with unequal variances. \*  $P < 0.05$ , \*\*  $P < 0.005$ , \*\*\*  $P < 0.0005$  compared to WT.

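The inserts of both reporters were located in GRCm38 from the cloning primers in Supplementary Data 3, and both primer pairs matched exactly with products of the listed sizes. The Ssr3 promoter insert lies on chromosome 3 from 65392636 to 65393034. It is upstream of Ssr3, which is on the minus strand, with its centre 212 bp from the TSS, and overlaps no annotated gene. It contains ACGT 2 times, and the copy at 65392738 to 65392741 lies in TTCAGGGTACGTGGCGCCTC, which holds the reverse complement of GCCACGT. The Kcnma1 enhancer insert lies on chromosome 14 from 23902432 to 23903957, within an intron of Kcnma1, with its centre 101010 bp downstream of the TSS of the principal transcript. It contains ACGT 3 times, and the copy at 23902926 to 23902929 lies in CACACGCCACGTCAGCCCTG, the only one of them within GCCACGT. The oligonucleotide of the 3xCreb3l2-RE reporter, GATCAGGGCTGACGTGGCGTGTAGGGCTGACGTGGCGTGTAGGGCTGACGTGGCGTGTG, carries GCTGACGTGGCGTGT 3 times, which is the reverse complement of part of this Kcnma1 sequence. Luciferase activities are not analysed here.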

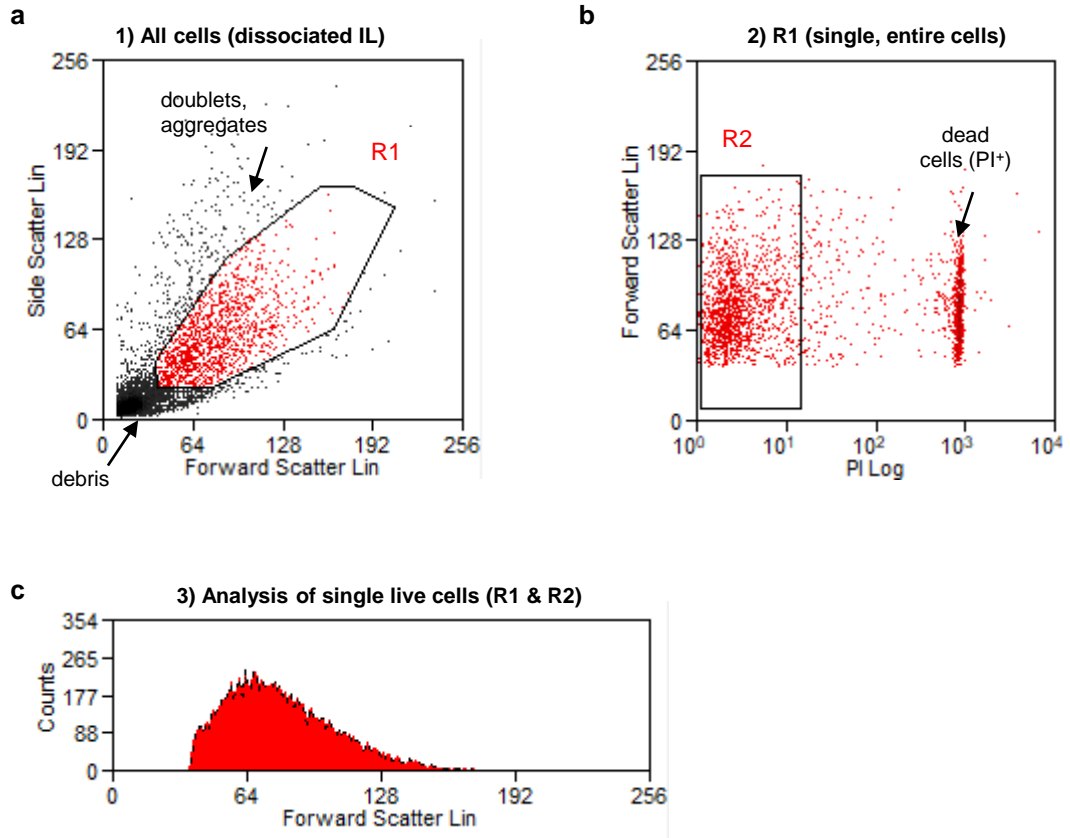

**Supplementrtry Figure 5. Gating strategy used in FACS experiments.** Followed IL dissociation cells are stained with propidium iodide (PI) and analyzed by FACS Calibur cell sorter (BD BioSciences). Gating and data analysis are done using the Summit 4.3 software. **(a)** A first gate (R1) is drawn to exclude cell debris and doublets or cell aggregates. **(b)** PI-positive (dead) cells are then excluded from the R1 gate, giving the R2 population. **(c)** Cells from R1 & R2 gates (single, live cells) are analyzed for different properties (FSC, reflecting cell size in the given example).

### Primers used for RT-qPCR experiments

Primers used for ChIP-qPCR experiments (promoters)

### References to supplementary figures

1. Thorrez, M. et al. Tissue-specific disallowance of housekeeping genes: the other face of cell differentiation. *Genome Res* 21, 95-105, doi:10.1101/gr.109173.110 (2010).
2. Al-Maskari, M. et al. Site-1 protease function is essential for the generation of antibody secreting cells and reprogramming for secretory activity. *Scientific reports* **8**, 14338, doi:10.1038/s41598-018-32705-7 (2018).

# Supplementary material for: Pituitary cell translation and secretory capacities are enhanced cell autonomously by the transcription factor Creb3l2
**Source:** Nat Commun. 2019 Sep 3;10:3960. doi: 10.1038/s41467-019-11894-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Sequencing data were collected by Illumina HiSeq2000 or 2500 softwares.

Data analysis FlexArray (microarrays), HOMER, Samtools, STAR 2.5, Trimmomatic 0.36, picard 2.17.3, MACS, Bowtie v.2.3.1, Deseq, Deseq2 (in Bioconductor), htseq-count, cufflinks 2.2.4, R\_Bioconductor v3.5.1\_3.7, Cluster v3.0, TreeView, Summit v4.3 (FACS).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All the sequencing data generated in this work are deposited on GEO as GSE132324

### Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data exclusions | There was no exclusion/inclusion of samples or animals in the analysis                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | RT-qPCR on tissues were done in duplicates on pools of 5-10 IL cDNA samples per genotype (mice) or per condition (Xenopus).<br>RT-qPCR on AtT-20 cells were done in duplicates on 3 independent cDNA samples per genotype.<br>Transfections with luciferase reporters were done in duplicates at least 3 times.<br>RNAseq on tissues or AtT-20 cells were done in duplicates or triplicates. For tissues, IL RNA pools from 5 animals per genotypes were used.<br>The measures of translation rates (SunSET) were done on pools of 4-6 ILs at least 5 times.<br>The measures of IL ER content were done on pools of 3-5 ILs at least 3 times.<br>The measures of IL RNA content were done on pools of 5-10 ILs at least 6 times.<br>AtT-20 cell total protein content measures were done in quadruplicates 5-8 times.<br>ACTH secretion tests on different AtT-20 cell lines were done in duplicates at least 3 times.<br>Total RNA content in different AtT-20 cell lines was measured in triplicates.<br>Each western blot was performed 3 times.<br>Creb3l2 immunohistofluorescence was done 2 times on pituitary sections from 2 WT and 2 Tpit-KO mice. |
| Randomization   | There was no randomization of experiments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Blinding        | Investigators were not blinded during experiments and analysis. Genotyping was done before performing the experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                   |
|-------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                    |
| Research sample   | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and |

any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

#### Sampling strategy

Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

#### Data collection

Describe the data collection procedure, including who recorded the data and how.

#### Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

#### Data exclusions

If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

#### Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

#### Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

#### Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

#### Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

#### Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

#### Access and import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

#### Disturbance

Describe any disturbance caused by the study and how it was minimized.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

- | n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

- | n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

#### Antibodies used

Listed in Materials and Methods.

#### Validation

Describe the validation of each primary antibody for the species and application, noting any validation statements on the manufacturer's website, relevant citations, antibody profiles in online databases, or data provided in the manuscript.

## Eukaryotic cell lines

#### Policy information about cell lines

#### Cell line source(s)

AtT-20 cells obtained from the late E. Herbert in 1981 and maintained in this lab since.

|                                                                      |                                                                                                                                                                                                                                                     |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Authentication                                                       | Cells were not authenticated by karyotyping but are routinely assessed for POMC expression and responsiveness to CRH and glucocorticoids, the hallmarks biological activities of corticotrope cells that constitute the basis for using this model. |
| Mycoplasma contamination                                             | No, tested on a yearly basis.                                                                                                                                                                                                                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                       |

## Palaeontology

|                     |                                                                                                                                                                                                                                                                                      |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>                                                                          |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods      | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------|
| Laboratory animals      | Stated in Methods: mice on C57Bl/6 or Balb/c backgrounds; <i>Xenopus laevis</i> .                |
| Wild animals            | Not used in this study.                                                                          |
| Field-collected samples | Not used in this study.                                                                          |
| Ethics oversight        | Animal studies were approved by the IRCM Animal Ethics Committee following Canadian regulations. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

|                            |                                                                                                                                                                                                                                                                                                                                      |
|----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Population characteristics | <i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural &amp; social sciences study design questions and have nothing to add here, write "See above."</i> |
| Recruitment                | <i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>                                                                                                                                                           |
| Ethics oversight           | <i>Identify the organization(s) that approved the study protocol.</i>                                                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

May remain private before publication.

GEO GSE132324

## Files in database submission

GSE132324 Super-serie  
 GSE132320 Cell-autonomous transcriptional mechanism for enhancement of translation capacity in secretory cells [ChIP-Seq]  
 GSM3856429 FLAG ChIPseq in AtT-20 cells expressing 3x flag-Creb3l2 (cleaved form)  
 GSM3856430 XBP1 ChIPseq in AtT-20 cells  
 GSE132321 Cell-autonomous transcriptional mechanism for enhancement of translation capacity in secretory cells [RNA-Seq AtT-20 cells]  
 GSM3856431 RNAseq in AtT-20 expressing Neo (control) replicate 1  
 GSM3856432 RNAseq in AtT-20 expressing Neo (control) replicate 2  
 GSM3856433 RNAseq in AtT-20 expressing Neo (control) replicate 3  
 GSM3856434 RNAseq in AtT-20 expressing active (ie cleaved) Creb3l2 replicate 1  
 GSM3856435 RNAseq in AtT-20 expressing active (ie cleaved) Creb3l2 replicate 3  
 GSM3856436 RNAseq in AtT-20 expressing active (ie spliced) XBP1 (XBP1s) replicate 1  
 GSM3856437 RNAseq in AtT-20 expressing active (ie spliced) XBP1 (XBP1s) replicate 2  
 GSM3856438 RNAseq in AtT-20 expressing active (ie spliced) XBP1 (XBP1s) replicate 3  
 GSM3856439 RNAseq in AtT-20 expressing active Creb3l2 and XBP1 replicate 1  
 GSM3856440 RNAseq in AtT-20 expressing active Creb3l2 and XBP1 replicate 2  
 GSM3856441 RNAseq in AtT-20 expressing active Creb3l2 and XBP1 replicate 3  
 GSE132322 Cell-autonomous transcriptional mechanism for enhancement of translation capacity in secretory cells [RNA-Seq IL]  
 GSM3856442 RNAseq in WT IL replicate 1  
 GSM3856443 RNAseq in WT IL replicate 2  
 GSM3856444 RNAseq in POMC\_ACreb3l2 Tg IL replicate 1  
 GSM3856445 RNAseq in POMC\_ACreb3l2 Tg IL replicate 2  
 GSM3856446 RNAseq in POMC\_AXBP1 Tg IL replicate 1  
 GSM3856447 RNAseq in POMC\_AXBP1 Tg IL replicate 2  
 GSM3856448 RNAseq in POMC\_ACreb3l2/AXBP1 double Tg IL replicate 1  
 GSM3856449 RNAseq in POMC\_ACreb3l2/AXBP1 double Tg IL replicate 2

## Genome browser session

(e.g. [UCSC](#))

N/A

## Methodology

## Replicates

ChIPseq experiments were performed once.

## Sequencing depth

ChIPseq Flag in AtT-20 cells expressing 3x Flag-Creb3l2 (cleaved form): 121 394 474 paired end reads PE50  
 XBP1 ChIPseq in AtT-20: 31 687 599 reads PE36  
 RNAseq in WT IL replicate 1: 66 769 763 paired end reads PE50  
 RNAseq in WT IL replicate 2: 69 907 906 paired end reads PE50  
 RNAseq in ACreb3l2 Tg IL replicate 1: 72 562 476 paired end reads PE50  
 RNAseq in ACreb3l2 Tg IL replicate 2: 62 985 370 paired end reads PE50  
 RNAseq in AXBP1 Tg IL replicate 1: 95 288 637 paired end reads PE50  
 RNAseq in AXBP1 Tg IL replicate 2: 75 671 798 paired end reads PE50  
 RNAseq in ACreb3l2/AXBP1 Tg IL replicate 1: 84 192 134 paired end reads PE50  
 RNAseq in ACreb3l2/AXBP1 Tg IL replicate 2: 76 013 144 paired end reads PE50  
 RNAseq in AtT-20 expressing Neo replicate 1: 24 183 212 paired end reads PE50  
 RNAseq in AtT-20 expressing Neo replicate 2: 30 945 186 paired end reads PE50  
 RNAseq in AtT-20 expressing Neo replicate 3: 33 464 937 paired end reads PE50  
 RNAseq in AtT-20 active (ie cleaved) Creb3l2 replicate 1: 25 667 290 paired end reads PE50  
 RNAseq in AtT-20 active (ie cleaved) Creb3l2 replicate 3: 33 153 072 paired end reads PE50  
 RNAseq in AtT-20 active (ie spliced) XBP1 (XBP1s) replicate 1: 33 377 398 paired end reads PE50  
 RNAseq in AtT-20 active (ie spliced) XBP1 (XBP1s) replicate 2: 31 314 664 paired end reads PE50  
 RNAseq in AtT-20 active (ie spliced) XBP1 (XBP1s) replicate 3: 37 222 030 paired end reads PE50  
 RNAseq in AtT-20 active Creb3l2 and XBP1 replicate 1: 31 885 110 paired end reads PE50  
 RNAseq in AtT-20 active Creb3l2 and XBP1 replicate 2: 27 260 477 paired end reads PE50  
 RNAseq in AtT-20 active Creb3l2 and XBP1 replicate 3: 52 409 384 paired end reads PE50

## Antibodies

Flag: F3165 Sigma  
 XBP1: M-186, Santa Cruz Sc-7160  
 Creb3l2: NOVUS Biologicals NBP1-88697  
 rabbit IgG: Sigma G2018  
 mouse IgG: Sigma I5381

## Peak calling parameters

Peaks were identified by comparing Creb3l2 to flag (GSM2324113) and XBP1 to IgG (GSM2324114) using MACS callpeak function with the parameters: --bw 250 -g mm --mfold 7,20 -p 1e-5 ; the parameter -f BAMPE was added for Creb3l2.

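MACS compares the reads in each region with those expected from the control library and reports regions whose p-value passes the cutoff. The bandwidth of 250 bp and the enrichment range of 7 to 20 apply to the model of fragment size and not to the peaks that are reported. The deposited lists therefore hold peaks with a fold enrichment below 7, down to 2.9 for Creb3l2 and 3.8 for XBP1. The largest score is 3136.05 for Creb3l2 and 3100 for XBP1. In every peak the length equals end minus start plus 1. The smallest number of tags in a peak is 53 for Creb3l2 and 25 for XBP1. Peak lengths run from 485 to 3449 bp for Creb3l2 and from 633 to 2083 bp for XBP1.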

## Data quality

Software

HOMER, Samtools, STAR 2.5, Trimmomatic 0.36, picard 2.17.3, MACS, Bowtie v.2.3.1, Deseq, Deseq2 (in Bioconductor), htseq-count, cufflinks 2.2.4, R\_Bioconductor v3.5.1\_3.7

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation *FACS analyses were performed at least 3 times on pools of 5-7 WT or KO adult mice pituitary intermediate lobe (IL) tissues. IL cells were dissociated as described in methods.*
- Instrument *FACSCalibur (BD) was used for FACS analyses*
- Software *Analysis of FACS data was performed using Summit*
- Cell population abundance *Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*
- Gating strategy *FSC and SSC gates were set to avoid debris and doublets of cells. Propidium iodide labeling was used to exclude dead/dying cells.*
- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type *Indicate task or resting state; event-related or block design.*
- Design specifications *Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*
- Behavioral performance measures *State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

- Imaging type(s) *Specify: functional, structural, diffusion, perfusion.*
- Field strength *Specify in Tesla*
- Sequence & imaging parameters *Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*
- Area of acquisition *State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software *Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*
- Normalization *If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*
- Normalization template *Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*
- Noise and artifact removal *Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ BothStatistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

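The ChIPseq data came from AtT-20 cells, a mouse corticotrope tumor cell line, with 1 pooled library per factor and no replicates. Creb3l2 was recovered through a FLAG tag and compared with a FLAG ChIPseq in cells without the tagged protein. XBP1 was recovered with its own antibody and compared with an IgG ChIPseq. The Reporting Summary gives 121394474 reads for Creb3l2 and 31687599 for XBP1, both paired-end.

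The Reporting Summary gives MACS with a p cutoff of 1e-05, a bandwidth of 250 and an enrichment range of 7 to 20. For Creb3l2 it adds the paired-end format option. It names the callpeak function but no MACS version. The scale of the deposited scores is that of older MACS versions, whereas callpeak and the paired-end option belong to newer ones. Whether these settings made the deposited lists is therefore open, and was not checked beyond the p cutoff. The deposited tag values are whole numbers and were taken as counts of tags under each peak, not scaled for library size. The text does not state how the authors obtained them, and the shares of reads in peaks and the implied background rest on this reading. The overlapping pair of XBP1 peaks, with 86 and 188 tags, goes against it for at least part of the XBP1 list. The significance score in the deposited lists is 10 times the negative log10 of the p-value, although its column is headed P-value. The deposited fold enrichment is the ratio of ChIP to control at the peak as MACS computed it. The aligner and the genome build of the ChIPseq are not named in the text beyond a list of software. Values of single peaks were used to describe, rank or select peaks within one list.

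The build was checked by the distance of peak summits to TSSs in GENCODE M21 (GRCm38). Because the coordinates do not match that build, the peaks were not annotated. The analyses laid out beforehand that need a gene, a promoter or a sequence at a peak were not run. These are the shares of peaks at promoters, the distances to the closest TSS, the shares of peaks with ACGT or GCCACGT, the gene lists bound by XBP1, the ER and secretory list, the Tpit-dependent genes near peaks, the peaks at the ChIP-qPCR loci and at rRNA genes, and the comparison with random lists of protein-coding genes. The genes to name were set beforehand as those that the paper shows or names for the ChIPseq, its regulators, and the genes closest to the 5 strongest peaks of each list. Those closest genes were not named, since the coordinates were compared with GRCm38 only. Gm9396, Gm10275 and Eif4g3 were named after their values were seen.

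From the lists, peaks were counted and their tags, scores, fold enrichments and lengths summarised as medians and quartiles. Overlap of the lists was counted with a minimum of 1 bp. It was compared with 1000 random placements of the XBP1 peaks on the same chromosomes, between the first and the last peak of either list, which do not account for a preference of both factors for promoters. For gene lists, the bound or not bound calls of Supplementary Data 2 were used, which are the paper's. This replaces the calls that were to be made from the peaks. Shares carry 95% Wilson confidence intervals, which cover counting error only. The 3 translation lists were compared with the spermatogenesis list by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment. Of the 726 listed entries, 724 were matched to a GENCODE gene on the stated chromosome, directly or through a RefSeq synonym of GRCm38.p6. Promoter sequence was taken from GRCm38, within 100 bp of each annotated TSS for sequence motifs and within 500 bp of the principal TSS for the CpG observed/expected ratio. Primers were matched to GRCm38 exactly on both strands, and with 1 mismatch within 5 kb of the gene where no exact product was found. An implied background was computed for each peak as tags per kb divided by fold enrichment. It is an approximation, since MACS takes the fold enrichment at the summit.

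The alternatives were peaks on assembled chromosomes, the stronger part of each list by score, stricter definitions of overlap, genes named mitochondrial or not, and genes without a TSS of another gene within 1000 bp. Added after the values were seen were a random shift of each XBP1 peak by 5 to 50 kb, the XBP1 peaks of lower implied background, and the XBP1 list with overlapping peaks counted once. Relations were tested with 100000 permutations, with 20000 for the implied background of shared peaks and 10000 for score ranks.

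The overlap, stratified odds ratio and correlation steps were tested on simulated data. With 100 overlaps planted in lists of 258 peaks, a mean of 100.3 was recovered after subtraction of the random placements, and 5 of 100 random lists reached a share of placements under 0.05. These random lists were drawn uniformly, like the placements, so they check the calculation only and not a shared preference for promoters. With true odds ratios of 1 and 5 over 726 genes, the medians recovered were 1.00 and 5.10. The simulated groups were drawn independently of the gene list, whereas CpG ratio differs between the real lists. The simulation therefore does not show how well grouping by CpG ratio removes an effect of promoter type. Of 200 simulated correlations of unrelated values over 20 chromosomes, 12 had a p-value under 0.05. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9 were used.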

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

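All tests of this part were chosen after the pattern was seen. A dense group of strong Creb3l2 peaks, which the paper does not discuss, lies on chromosome 4. There, 15 Creb3l2 peaks had summits between 148242192 and 148326483, within 100 kb, and no other window of that length held more than 9. The 5 peaks with the highest scores of all 6484 were among them, with summits within 23064 bp. The median fold enrichment of the 15 peaks was 11.2, against 4.25 for all other Creb3l2 peaks. No XBP1 peak lay there. The region is given in the coordinates of the list and its genes were not identified.

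In 10000 random draws of 5 Creb3l2 peaks, 0 fell on one chromosome within so short a stretch. A region that collects reads in every library would raise the control as well. The implied background (tags per kb divided by fold enrichment) falls with fold enrichment across peaks, so each of the 15 peaks was compared with the 50 other Creb3l2 peaks closest to it in fold enrichment. The median percentile of the implied background was 18. For 6 of the 15 peaks, which include the 5 strongest, the matched peaks had a median fold enrichment more than 10% lower than their own, which lowers the percentile. In order of position, the percentiles of these 6 peaks were 44, 80, 2, 76, 6 and 56, and the 2 is not from the 5 strongest. Among the other 9 the median percentile was 12, from 0 to 92, with 2 above 50. The test therefore does not decide the question for the 5 strongest peaks. Nor does it decide it for the others, since the lists hold no control reads. Tags cover the whole peak and fold enrichment is taken at the summit, so the shape of a peak also changes its implied background. Extra copies of the region in the tagged cells alone would raise every peak there. The lowest fold enrichment among the 15 was 3.55, and 2 of the 15 lay under the median of the other peaks. Both of these sit at one edge of the group, and the lowest of the other 13 was 5.37. The 13 peaks within 1 Mb outside the group had a median fold enrichment of 4.40. The pattern therefore cannot be told apart from extra copies in the tagged cells, or from a region that collects reads. No biological explanation was tested, since there is 1 library and its control is from other cells.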

How the results depend on the processing

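Of 144 alternatives set before the data were examined, 17 were run. The other 127 need genes, promoters or sequence at the peaks and were not run, because the peak coordinates do not match the reference build. These include the random placement of XBP1 peaks within promoters. No paired analysis was possible because each factor has 1 library, and no library was left out in turn.

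The number of peaks was the same on assembled chromosomes only. Keeping the stronger part of each list by score left 3242 Creb3l2 and 129 XBP1 peaks by construction. Counting overlapping XBP1 peaks once, chosen after seeing the data, gave 257.

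The overlap of XBP1 with Creb3l2 peaks stayed above all 1000 random placements under each alternative run, although its size changed. Uniform placements and short shifts leave out any preference of both factors for promoters, so this shows little about overlap beyond such a preference. Between the stronger parts of both lists 51 of 129 XBP1 peaks overlapped (39.5%). With an overlap of at least 50% of either peak the number was 122, and with centres within 100 bp it was 50 (19.4%). For alternatives chosen after seeing the data, a random shift of each XBP1 peak by 5 to 50 kb gave at most 14 overlaps against the 124 observed, and 105 of the 218 XBP1 peaks of lower implied background overlapped.

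The 3 translation lists kept a share above that of the spermatogenesis list, with an adjusted p-value under 0.05 in Fisher's exact test, in all 9 comparisons run under alternatives. Their shares ranged from 59.0% for ribosomal protein genes named mitochondrial to 87.5% for the 8 translation factor genes named mitochondrial. Among spermatogenesis genes without a TSS of another gene within 1000 bp, 9.65% were bound (30 of 311, 6.84 to 13.4%), below the main value of 12.4%. Of the matched spermatogenesis genes with such a TSS, 18.2% were bound (28 of 154; Fisher's exact test between both groups, two-sided, chosen after seeing the data, p = 0.0111). The cause was not tested. These alternatives regroup the paper's calls and do not test the calls. With 121394474 reads for Creb3l2 and 31687599 for XBP1, the libraries differ in depth, and also in antibody, tagged protein and control. The effect of depth on the XBP1 peaks was not tested, so the absence of an XBP1 peak at a Creb3l2 peak does not show absence of XBP1.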

Other observations

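The tests of peaks per gene against XBP1 peaks, implied background and the shared division by genes, of the XBP1 groups, of the number of TSSs and of the Tpit-dependent spermatogenesis genes were chosen after the result was seen. The others were written down during exploration of the data, before their deciding values were seen, and not before the data were examined.

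The XBP1 list may hold a mixture. Split at the widest relative gap in implied background away from the ends of the range, a factor of 1.14, the list gave 218 peaks from 3.23 to 12.3 tags per kb (median 5.51) and 40 peaks from 13.95 to 31.0 (median 17.9). The split was chosen from these values. None of 1000 random sets of 258 Creb3l2 peaks had as wide a gap, but Creb3l2 values are more concentrated, so this comparison does not show that the XBP1 values come from separate distributions. One candidate explanation is that peaks from 2 runs of the peak caller were joined. A single run gives no overlapping peaks, and the list held 1 overlapping pair, with 1 member in each group. The groups were cut on implied background, in which the 2 peaks differ, so their falling in different groups adds little beyond the pair itself. The implied backgrounds of the pair differed by a factor of 3.07 at the same site, close to the 3.25 between the group medians. A higher local control signal therefore does not account for that site, while for the other peaks it was not excluded. Chromosome copy number was tested through the Creb3l2 peaks that overlap either group, whose median implied backgrounds were 30.9 (18 peaks) and 30.4 (106 peaks, permutation p = 0.338), so no difference was detected. The overlap with Creb3l2 was 47.5% in the higher and 48.2% in the lower group. No biological explanation was tested.

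Creb3l2 peaks that overlap an XBP1 peak are longer (median 1196 against 947 bp), and longer peaks meet others more often by chance. Within 4 groups of similar length, shared peaks still had higher median scores in each group (permutation p = 0.0001, the smallest that 10000 permutations give), but the difference was largest among the longest, with medians of 253.3 against 133.8 (72 shared peaks). In the other groups, from the shortest, the medians were 66.5 against 61.7 (6 shared peaks), 97.2 against 80.5 (17) and 121.0 against 106.6 (30). The list comes from 1 library, and an effect of depth, by which weaker XBP1 binding is missed at weaker Creb3l2 peaks, was not tested.

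The number of Creb3l2 peaks per 1000 protein-coding genes ranged from 109.7 on chromosome X and 130.8 on chromosome 14 to 509.0 on chromosome 16 and 509.3 on chromosome 10. Across the 20 chromosomes, 4 relations were computed with Benjamini-Hochberg adjustment. Peaks per gene followed XBP1 peaks per gene (Spearman rho 0.674, permutation p = 0.00161, adjusted p = 0.00644, Pearson r 0.641, p = 0.00252), and r was 0.528 without the 2 chromosomes farthest from the median. Both counts are divided by the same number of genes, which can make unrelated counts correlate. When XBP1 counts were permuted among the chromosomes and divided by the same gene numbers, the mean rho was 0.0914, and the share of permutations with as high a rho gave a one-sided p of 0.00121. The peak counts given the number of genes had a rank correlation of 0.584 (permutation p = 0.00662, two-sided). With only the XBP1 peaks that overlap no Creb3l2 peak, rho was 0.536 (permutation p = 0.0165) and r was 0.439 (permutation p = 0.0527). The relation with the implied background, a rough stand-in for copy number in these tumor cells, was not past the threshold (rho 0.373, p = 0.107, adjusted p = 0.143), and Pearson's r of 0.563 (p = 0.00979) fell to 0.266 without 2 chromosomes, so it rests on those. GC content of the chromosome showed little relation (rho 0.0226, p = 0.927, adjusted p = 0.927, r 0.135, p = 0.571, and r of -0.207 without 2 chromosomes). The share of translation genes listed as bound varied with the implied background (rho 0.481, p = 0.0339), not past the threshold after adjustment (adjusted p = 0.0677), and r fell from 0.557 (p = 0.0104) to 0.356 without 2 chromosomes. An influence of copy number on which genes were called bound may exist and cannot be told from these lists.

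The difference between translation and spermatogenesis genes in Supplementary Data 2 might follow promoter type, since translation genes had a higher median CpG observed/expected ratio (0.770 against 0.668). Within 4 groups of similar CpG ratio the odds ratio was 13.6 (permutation p = 1e-05, the smallest that 100000 permutations give), against 19.3 without groups. Promoter CpG content thus lowers the difference and does not remove it. Expression in the cells could also matter. Of the 42 spermatogenesis genes listed as changed in the Tpit knockout, and so detected in pituitary, 11 were bound (26.2%, 15.3 to 41.1%), against 22 of 28 translation genes (78.6%; Fisher's exact test, two-sided, p = 2.32e-05). The 11 bound spermatogenesis genes were all downregulated, as were 21 that were not bound. None of the 10 upregulated ones was bound, so pooling both directions lowers the share. Expression in AtT-20 cells itself was not analysed here, so an effect of expression remains open.

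It was asked whether the 69 translation genes listed as not bound lack the motif. With ACGT within 100 bp of any annotated TSS, 124 of 160 were bound (77.5%), and without it 66 of 99 (66.7%; Fisher's exact test, two-sided, p = 0.0612). With the principal TSS only, p was 0.247. GCCACGT was near a TSS of 13 genes, 12 of them bound, against 178 of the other 246 (Fisher's exact test, two-sided, p = 0.195). Within 5 groups by number of annotated TSSs, the permutation p for ACGT was 0.268, so that even the weak relation cannot be told apart from the number of TSSs.

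Among translation genes, 22 of 190 listed as bound (11.6%) and 5 of 69 not bound (7.25%) were in the paper's list of genes downregulated in the Tpit knockout (Fisher's exact test, two-sided, p = 0.367), so no difference was detectable with these numbers. That list holds only genes past a p cutoff on arrays, so these shares do not measure how many translation genes depend on Tpit. By clustering, the paper places a larger share of translation genes in a group that tends to be lower in the knockout. Among spermatogenesis genes, 11 of 58 bound (19.0%) and 21 of 409 not bound (5.13%) were downregulated (odds ratio 4.32, Fisher's exact test, two-sided, p = 0.000695). The odds ratio was 2.86 within groups of similar CpG ratio. None of the 10 spermatogenesis genes listed as upregulated was bound. The cause was not tested.

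In Supplementary Data 2, Eif4g3 is listed both as a translation factor, bound, and as a spermatogenesis gene, not bound. The summary sheet of the same file gives 37 initiation, 13 elongation and 5 termination factors, which equal the bound genes in the list. The list itself holds 48, 15 and 7.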
